# Effect of Global Regulators RpoS and Cyclic-AMP/CRP on the Catabolome and Transcriptome of *Escherichia coli* K12 during Carbon- and Energy-Limited Growth

**DOI:** 10.1371/journal.pone.0133793

**Published:** 2015-07-23

**Authors:** Alessandro G. Franchini, Julian Ihssen, Thomas Egli

## Abstract

For heterotrophic microbes, limited availability of carbon and energy sources is one of the major nutritional factors restricting the rate of growth in most ecosystems. Physiological adaptation to this hunger state requires metabolic versatility which usually involves expression of a wide range of different catabolic pathways and of high-affinity carbon transporters; together, this allows for simultaneous utilization of mixtures of carbonaceous compounds at low concentrations. In *Escherichia coli* the stationary phase sigma factor RpoS and the signal molecule cAMP are the major players in the regulation of transcription under such conditions; however, their interaction is still not fully understood. Therefore, during growth of *E*. *coli* in carbon-limited chemostat culture at different dilution rates, the transcriptomes, expression of periplasmic proteins and catabolomes of strains lacking one of these global regulators, either *rpoS* or adenylate cyclase (*cya*), were compared to those of the wild-type strain. The inability to synthesize cAMP exerted a strong negative influence on the expression of alternative carbon source uptake and degradation systems. In contrast, absence of RpoS increased the transcription of genes belonging to high-affinity uptake systems and central metabolism, presumably due to reduced competition of σ^D^ with σ^S^. Phenotypical analysis confirmed this observation: The ability to respire alternative carbon substrates and to express periplasmic high-affinity binding proteins was eliminated in *cya* and *crp* mutants, while these properties were not affected in the *rpoS* mutant. As expected, transcription of numerous stress defence genes was negatively affected by the *rpoS* knock-out mutation. Interestingly, several genes of the RpoS stress response regulon were also down-regulated in the cAMP-negative strain indicating a coordinated global regulation. The results demonstrate that cAMP is crucial for catabolic flexibility during slow, carbon-limited growth, whereas RpoS is primarily involved in the regulation of stress response systems necessary for the survival of this bacterium under hunger conditions.

## Introduction

As a rule, two major factors control heterotrophic bacterial growth in most ecosystems: On the one hand it is temperature, as it controls the rate of biochemical processes (and in most ecosystems temperatures are low); on the other hand, availability of assimilable carbon and energy sources is severely restricted, as most of the potentially utilizable carbon compounds are present in polymeric forms and are not directly accessible [1,2]. This latter situation, usually referred to as oligotrophy, starvation, or (technically) carbon and energy limited conditions, has also been described physiologically as the “hunger status” [3]. Availability of organic nutrients (particularly of assimilable organic carbon, AOC) is the result of the usually slow rate of AOC generation from, e.g, decaying plant material and its consumption by the competing and interacting microbial cells present in a given environment. In addition, microbial cells are exposed very directly to potentially harmful changes in temperature, light and other physico-chemical parameters. Hence, they have to be prepared for such challenges, and when necessary, also to be able to rapidly react to environmental stresses. Microbial cells are known to be able to adjust their cellular composition to environmental needs [4] and they possess fine-tuned global regulatory mechanisms that allow coordinated gene expression in complex regulatory networks resulting from the interaction of different global regulators [5–7].

As carbon and energy availability is a major factor determining the survival and proliferation of microbes in ecosystems, a rapid response to fluctuations in nutrient concentrations is an important fitness determinant [8–9]. An increased catabolic versatility and flexibility, allowing the simultaneous uptake and utilization of multiple organic nutrients and a rapid adjustment of uptake spectrum and fluxes according to availability in the immediate environment, is—in contrast to carbon (glucose) catabolite repression—a useful physiological strategy under hunger conditions [8,10–12]. Furthermore, cells respond to hunger by expressing a variety of high-affinity uptake systems involved in carbon and energy substrate transport [8, 13–18].

Concerning the numerous adverse physical and chemical challenges a cell might face, a broadly expressed stress response is an essential requirement for successful survival. Therefore, slowly growing bacterial cells also depend on the induction of general stress response mechanisms [19]. Even more important here is to be prepared for all possible situations as there are neither sufficient resources to express stress response and defence systems in times of need, nor is there probably enough time to react [11]. Two global regulators are known to control nutrient scavenging abilities and stress response systems in the model bacterium *E*. *coli*, namely cAMP-CRP and the alternative (stress response) sigma factor RpoS. Under glucose-limited conditions intracellular concentrations of cAMP are increased and a (strain specific) correlation between specific growth rate and cAMP in glucose-limited continuous culture was found [20–23]. A similar increase was observed for RpoS levels during the transition from exponential growth phase to stationary phase in complex medium, where during slow growth RpoS reached 30–50% of the levels of the housekeeping sigma factor RpoD [24]. A direct correlation between increasing RpoS-levels and decreasing specific growth rates was also reported for exponentially growing batch cultures and carbon-limited continuous cultures of *E*. *coli* [19,25], whereas levels of RpoD remained constant [25]. When investigating and comparing gene expression and global physiology of microbes under different growth conditions it is necessary to control the cell’s environment as well as possible [4,26]. Of particular importance with respect to overall cellular composition and global response are two parameters, namely the type of the growth-limiting nutrient (whether C, N, P etc.), and the specific growth rate [4,17,27–29]. With the exception of the phase of genuinely exponential and nutritionally unrestricted growth in batch culture [17], steady-state continuous (or chemostat) cultivation is the only method that allows a precise control of the specific growth rate by a selected limiting nutrient of bacterial cells, and thus of their physiological state [4,26,30]. Regarding slow, nutrient-limited growth, chemostat culture seems to be the only well reproducible experimental approach [18,31]. Although numerous studies addressed the effect of knock-out mutations of global regulatory genes on the transcriptome of *E*. *coli* in batch culture, similar experiments under constant, carbon- and energy-limited growth conditions in chemostats are largely missing. Transcriptome studies of global regulatory mutant strains in batch culture were performed for RpoS [32–37], cAMP-CRP [38,39], Lrp [40,41], and Crl [42]. Already in 2002 a cross-talk between cAMP and RpoS was proposed [43]. Later many genes, known to be RpoS-dependent, were reported to be also regulated by either cAMP [38], or to have a cAMP-CRP binding site within the promoter region in transcriptome/genome studies [37]. However, results are far from being consistent; several operons seem to be also under the control of additional global regulators, indicating a complex mechanism governing gene expression.

In an attempt to disentangle the effects of the cAMP-CRP and RpoS global regulators and their roles for physiological adaptation to (environmentally relevant) slow growth exerted by limited availability of carbon and energy sources, we compared the transcriptome and global physiological state of wild-type versus Δ*rpoS* or Δ*cya E*. *coli* strains during cultivation in glucose- and LB-limited chemostat culture.

## Material and Methods

### Bacterial strains, growth medium and growth conditions

Wild-type *E*. *coli* MG1655 and *rpoS* knock-out strains used in this study have been described elsewhere [18,31]. The Δ*cya* and Δ*crp* strains are also derivatives of *E*. *coli* MG1655 and were obtained from A. C. Matin and M. Cashel [44]. The genotype of all strains is given in Table 1. Glucose-limited mineral medium and carbon-limited modified LB medium for batch and chemostat cultivation were described previously [15,25]. The Δ*cya* strain exhibited a strongly reduced growth yield in modified LB medium, therefore, for chemostat cultivation tryptone and yeast extract concentrations were increased to 2 g L^-1^ and 1 g L^-1^, respectively, (which corresponds to 20% of the original strength of LB medium). Cultivation conditions were the same as in a previous study [15]. For continuous cultivation small volume glass bioreactors were used. Aeration with a fine pore glass purger and magnetic stirring was sufficient to keep oxygen saturation above 60%. For batch cultivation with modified LB medium, baffled Erlenmeyer flasks (300 ml) and a low liquid volume (50 ml) were used. Flasks were vigorously shaken as electromagnetic stirring was not sufficient for maintaining fully oxic conditions during the transition to stationary phase. To avoid adaptive mutations in the wild-type strain and compensatory mutations in knock-out strains [18], new starter cultures were prepared for each experiment. Stability and purity of chemostat cultures were checked for wild-type and Δ*rpoS* strains as described previously [25] and for Δ*cya* and Δ*crp* strains by confirming in addition the strongly reduced number of substrates which support growth on BIOLOG AN MicroPlates.

**Table 1:** Effect of global regulatory mutations on growth kinetic parameters and specific hydroperoxidase activity of *E*. *coli* in glucose mineral medium cultures at 37°C. The dilution rate in glucose-limited chemostat cultures was set at a value of approximately half the maximum specific growth rate (D = 0.3 h^-1^ for wild-type and Δ*rpoS* strains, D = 0.16 h^-1^ for the Δ*cya* strain and D = 0.14 h^-1^ for the Δ*crp* strain). Values represent the average of replicate measurements (n ≥ 3), standard deviations are given in parentheses.

strain	genotype	μ_max_	K_s_	Yield	HPI+II ^a^	HPII ^b^
		[h^-1^]	[mg L^-1^]	[g _dr. wt._ g _glc._^-1^]	[μmol H_2_O_2_ min^-1^ mg_protein_^-1^]	
MG1655 (wt)	*F* ^*-*^ *λ* ^*-*^ *rph1*	0.63^c^	0.54	0.46^d^	62.9^d^	27.7^d^
		(± 0.01)	(± 0.12)	(± 0.01)	(± 8.1)	(± 3.9)
*ΔrpoS*	MG1655*ΔrpoS*::*Tn10*	0.69	0.29	0.37	67.0^d^	1.1^d^
		(± 0.01)	(± 0.03)	(± 0.06)	(± 3.4)	(± 0.2)
*Δcya*	MG1655*Δcya-854*	0.35	5.7	0.33	51.0	23.3
		(± 0.03)	(± 1.2)	(± 0.04)	(± 16)	(± 4.7)
*Δcrp*	MG1655 *Δcrp-39 rpsL*	0.28	19.6	0.31	n. d.^e^	n. d.^e^
		(± 0.03)	(± 1.8)	(± 0.02)		

^a^ combined activities of heat labile hydroperoxidase I (KatG) and heat stable hydroperoxidase II (KatE)

^b^ heat stable hydroperoxidase II activity (KatE)

^c^ data from [18]

^d^ data from [25]

^e^ not determined

Cultures were first run in the batch mode and growth was followed by determining OD_546_ spectrophotometrically (model Uvikon 930, Kontron, Zurich, Switzerland) at regular intervals. After 4–5 hours the culture mode was changed to continuous at a dilution rate corresponding to half μ_max_ by switching on the medium feed pump. Steady-state with respect to optical density was reached approximately 20 hours after starting the medium feed. Samples for catabolic pathway assays, periplasmic proteins and transcriptome analysis were taken 40 hours after switching to the continuous culture mode, and each experiment was done in triplicate.

### Determination of growth kinetic parameters, enzyme activities and catabolic ability

Maximum specific growth rates (μ_max_, h^-1^) were determined for growth in both mineral glucose and modified LB medium batch cultures at 37°C. To avoid lag phases, pre-warmed medium was inoculated from exponential phase cultures growing in the same medium. Specific growth rates were calculated from the linear part of logarithmic growth curves by least squares regression. The linear part of logarithmic growth curves in modified LB medium ended at an OD_546_ of approximately 0.2 (see [45]), higher optical densities were excluded from the calculation of μ_max,LB_. Growth yield was determined as described in Ihssen and Egli [25]. Steady-state glucose concentrations were determined by ion chromatography [25], the results were used for the calculation of glucose affinities (K_s,Glc_, μg L^-1^) with a modified Monod equation including an s_min_ of 12 μg L^-1^ [46].

Expression of catabolic pathways in carbon-limited chemostat cultures was analyzed with BIOLOG AN MicroPlate respiration assays [15]. Periplasmic proteins were extracted by chloroform shock treatment and analysed on 15% SDS-PAGE gels which were stained with Coomassie Blue [15]. Hydroperoxidase I and II specific activities were determined with a spectrophotometric assay as described previously [25].

### RNA isolation and cDNA synthesis

Total RNA was isolated using standard procedures [47]. The RNA extracted was checked for purity by gel electrophoresis and was quantified by measuring absorbance at 260 nm. CyScribe First-Strand cDNA Labelling Kit (Amersham Bioscience, Little Chalfont, England) was used to reversely transcribe mRNA into fluorescently labelled cDNA, followed by hybridization onto the microarray slide as previously described [13]. Slide microarrays were purchased from MWG-Biotech AG (MWG *E*. *coli* K12 V2 array, Ebersberg, Germany); they contained gene specific oligonucletide probes representing the complete *E*. *coli* K12 genome (4,288 ORF).

### Image data analysis

Microarray slides were scanned with an Affymetrix 428 Array Scanner (High Wycombe, England) and the obtained images were analysed with the Affymetrix Jaguar software version 2.0. Spot intensities and corresponding background signals were further analyzed with the program GeneSpring from Silicon Genetics (Redwood City, USA) as reported elsewhere [13]. After background correction, the mean value of three replicate spots per sample was used for calculation of induction/repression factors of individual genes. Data from the three independent experiments were combined, genes that were differently regulated ≥3 and ≤-3 (t-test, p ≤ 0.2) were defined as being statistically significant. We did not choose a stricter p value because gene expression levels of *Δcya* and *ΔrpoS* strains exhibited a large variation after normalization. Technical replicates on the same slide exhibited a signal variability below 10%, but a much higher variance was observed for gene expression ratios of biological replicates after normalization, in particular for genes with low expression in one of the two compared strains. A multitude of genes exhibited an up- or down-regulation factor between 2 and 3. We considered this as background variability and therefore set the threshold of for significant effects of the studied global regulatory mutations as ≥3 and ≤-3. Validity of this value is backed by results for genes previously reported under the control of cAMP-CRP [38,39]. Although exhibiting a high variability of expression ratios, the mean value was always above 3 when comparing the wild-type and the *Δcya* strain, for example, *ptsG* (4.0 ± 1.4, from 3.0 to 5.6), *mglA* (3.9 ± 2.6, from 2.2 to 6.9), *mglB* (4.9 ± 1.5, from 3.4 to 6.4), *rbsD* (3.6 ± 0.8, from 3.0 to 4.5) and *mdh* (4.1 ± 1.0, from 3.0 to 5.0). 

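In the deposited ratios of the 3 Δ*cya* arrays, all 5 genes were lower in the mutant than in the wild type on each of the 3 arrays. They encode the glucose permease of the phosphotransferase system (*ptsG*), the ATPase and the binding protein of galactose uptake (*mglA*, *mglB*), a ribose pyranase (*rbsD*) and malate dehydrogenase (*mdh*). The mean ratio of wild type over mutant was 2.64 ± 0.369 (SD, n = 3), from 2.29 to 3.02 for *ptsG*. It was 2.73 ± 1.22 (SD, n = 3), from 1.64 to 4.05 for *mglA*. For *mglB* it was 3.74 ± 1.68 (SD, n = 3), from 2.58 to 5.66. The array held 2 probes for each of the other genes. The *rbsD* probes gave 2.85 ± 0.835 (SD, n = 3), from 1.92 to 3.52 and 2.13 ± 0.223 (SD, n = 3), from 1.89 to 2.34. The *mdh* probes gave 3.04 ± 0.396 (SD, n = 3), from 2.66 to 3.45 and 2.51 ± 0.988 (SD, n = 3), from 1.52 to 3.50. None of these 7 probes passed the test over all genes, which was limma's test of the mean log2 ratio against 0 (adjusted p from 0.160 to 0.213). Relative to the median of all probes on each array, which lay above 0, the mean log2 ratios of mutant over wild type ran from -2.58 to -1.85, and 1 *mdh* probe then passed (adjusted p = 0.0408).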

The same was observed for genes known to be regulated by RpoS, for example *idnT* (-3.0 ± 0.85, from -2-1 to -3.75), *prpE* (5.9 ± 2.8, from 3.5 to 9.0) and *talA* (8.6 ± 7.3, from 3.2 to 16.9) all surpassed the threshold of the expression ratios when comparing wild type and *ΔrpoS* strains. 

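For the Δ*rpoS* strain, the transaldolase gene *talA* was lower than in the wild type on all 3 arrays, with a mean ratio of wild type over mutant of 11.9 ± 11.7 (SD, n = 3), from 3.52 to 25.3. The propionyl-CoA synthetase gene *prpE* had values on 2 of the 3 arrays, with a mean ratio of 5.83 ± 0.739 (SD, n = 2), from 5.31 to 6.35. The idonate transporter gene *idnT* was higher in the mutant on both arrays that measured it, with a mean ratio of mutant over wild type of 5.89 ± 6.17 (SD, n = 2). On the log2 scale its values were 3.36 and 0.61, so that the spread between the 2 cultures was as large as the mean. With limma the adjusted p was 0.0822 for *talA*, 0.213 for *prpE* and 0.536 for *idnT*.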

The complete set of microarray data is available on the Gene Expression Omnibus (GEO) website (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE25982.

## Results and Discussion

Growth of heterotrophic microbes in the natural environment is most of the time restricted by the availability of carbon and energy sources [48]. This is also the case for *E*. *coli*, even in the gut periods of real abundance are probably rare and short, followed virtually immediately by limitation. The situation was described earlier as feast and famine existence [49], with famine being the dominating nutritional condition outside its primary habitat [2], because concentrations of easily usable monomeric growth substrates such as sugars, amino acids and organic acids in the environment are usually in the range of 1–100 μg L^-1^ [50]. Even though *E*. *coli* cannot be considered an oligotrophic microorganism, steady-state concentrations of the limiting carbon substrate (glucose) in slow-growing chemostat cultures were 50 μg L^-1^ and lower (D ≤ 0.1 h^-1^), indicating that wild-type *E*. *coli* MG1655 is capable of transporting and metabolizing minute amounts of organic nutrients [31]. Yet more, the ability to survive, grow and even compete with the natural bacterial flora in freshwater was recently confirmed also for *E*. *coli* O157 [51]. The physiological state during carbon-limited growth is fundamentally different from that of cells growing with excess carbon and energy sources; the former is characterized by an up-regulation of a multitude of high-affinity transport systems and catabolic pathways for diverse organic nutrients [13,15,18].

As both, cAMP and RpoS are considered to be the two global regulators responsible for carbon- and energy-limitation physiological phenotype (hunger phenotype), we have investigated the effect of the two regulators under comparable growth conditions in either glucose- or LB-limited chemostat culture.

### cAMP-CRP is strictly required for expression of the hunger phenotype

The extent to which the hunger phenotype depends on the cAMP-CRP global regulator was investigated by comparing the isogenic wild-type strain *E*. *coli* K12 MG1655 to two knock-out mutants, deficient in either adenylate cyclase (*cya*) or in CRP, during growth with a defined mineral glucose medium in carbon- and energy-limited chemostat culture. 

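The effect of cAMP on transcription was measured on 3 arrays with 2 colours, each comparing RNA of the wild type with RNA of the Δ*cya* strain, which lacks adenylate cyclase and cannot make cAMP. The 3 arrays are 3 biological replicates, from separate glucose-limited chemostat cultures sampled after 40 h. Wild-type cDNA carried Cy3 and mutant cDNA Cy5 on every array, so dyes were not swapped, and the mutant grew at D = 0.16 h-1 against 0.3 h-1 for the wild type. The authors subtracted the background, left out dim spots, normalized each array to its median, averaged replicate spots and deposited the log10 ratio of mutant over wild type, which was converted to log2 here. A negative value means less mRNA in the mutant, whereas the paper prints wild type over mutant, where a positive expression ratio means less in the mutant. Of 4608 probes, 4060, 2830 and 4603 had a value on replicates 1, 2 and 3. The median log2 ratio of these arrays was 1.16, 0.59 and 0.54, a mean shift of 0.76 towards the mutant. Values are therefore given as deposited and, where named, relative to the median of each array.

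Each probe's mean log2 ratio was tested against 0 with limma, in one fit of these arrays and the 3 Δ*rpoS* arrays, for the 4243 probes with values on at least 2 of the 3 Δ*cya* arrays. A probe passed the test at a Benjamini-Hochberg adjusted p under 0.05. In simulated data of this size the test found 11.9% of genes changed 3-fold, 89.6% of those changed 10-fold and 98.5% of those changed 30-fold. The simulated probes varied independently and without shifts between arrays, so these shares need not hold for the real arrays. There some large changes did not pass either, such as mean log2 ratios of 4.48 for *adiY* and -3.62 for *prpB* (limma adjusted p = 0.0641 and 0.0641). The small number of arrays therefore limits what can be seen of moderate changes and of some large ones. The gene name of a probe depended on how the 4 numbers of its position on the array were ordered, because the ordering of the annotation and that of the values differ. Annotated positions were sorted with the 2 middle numbers in exchanged order and paired by rank with the values sorted in plain order. This ordering was first noticed from the galactitol genes set against the paper's tables. Among 282 possible orderings it gave the highest correlation between the values of 2 probes of one gene, r = 0.745 over 48 such pairs in the Δ*cya* strain, against 0.384 for the next best ordering and 0.124 without any exchange. In the Δ*rpoS* strain it ranked number 2, with r = 0.446 against 0.461. A match between these values and the paper's is therefore not independent of the naming.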

Transcriptome analysis of the wild-type and the isogenic *Δcya* strain was performed in three replicate glucose-limited chemostat cultures operated at a dilution rate (D) corresponding to approximately half μ_max_,_Glc_, i.e. at extracellular glucose concentrations corresponding to K_s,Glc_; hence, the wild-type strain was grown at a D of 0.3 h^-1^, whereas the *Δcya* strain was cultivated at a D of 0.16 h^-1^ (see Table 1). This choice was made because, first, wild-type *E*. *coli* exhibited the best K_s_ to glucose at a dilution rate of 0.3 h^-1^ [31] and, second, because this dilution rate equivalent to half μ_max_ was used in earlier proteome [18], catabolome [15] and transcriptome analyses [13] performed with wild-type *E*. *coli* K12 MG1655. Due to the fact that μ_max_,_Glc_ of the *Δcya* strain in mineral medium was reduced by 50% (Table 1), which is in agreement with a previous study [52], a D of 0.16 h^-1^ was chosen for cultivating this mutant (0.14 h^-1^ for the *Δcrp* strain), in order to obtain stable growth under glucose-limited continuous culture conditions. Similar levels of KatE (belonging to the RpoS regulon) activity were found in both wild-type and *Δcya E*. *coli* strain, compared to the low levels present in the *ΔrpoS* mutant (Table 1), which suggests minor secondary effects on RpoS levels in the *Δcya* strain resulting from the reduced μ_max_,_Glc_. The transcriptome results for the wild-type and *Δcya* strain cultivated under glucose-limited chemostat conditions are shown in Table 2 and S1 Table. 

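The probe for the disrupted gene itself, *cyaA* (adenylate cyclase), had a mean log2 ratio of -0.09 ± 1.73 (SD, n = 3) in the Δ*cya* strain, with -0.93, 1.90 and -1.23 on the 3 arrays (adjusted p = 0.939). Whether this probe lies inside the deleted part is not known here, so it does not check the strain. *crp*, the gene of the receptor protein for cAMP, had a mean of -0.78 ± 0.31 (adjusted p = 0.292). Apart from genes of galactitol, propionate and acetate use, the genes that fell most were *yjfO* (now *bsmA*, a small lipoprotein with a role in biofilms), at -5.61 ± 0.95 (adjusted p = 0.0154), and *ygfJ* (now *mocA*, a molybdenum cofactor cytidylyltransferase), at -4.67 ± 0.60 (adjusted p = 0.0154).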

Applying a rather strict cut-off factor of 3 for defining a significant difference in relative gene expression, 192 genes were affected by the adenylate cyclase knock-out mutation (Table 2 and S1 Table). 

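Without cAMP, 11 probes, for 10 genes, fell and 0 rose in limma's test, while 1032 of the 4243 probes had an unadjusted p under 0.05. The genes that fell are those of galactitol uptake and breakdown (*gatY*, *gatZ*, *gatA*, *gatB* and *gatC*), of propionate and acetate use (*prpC* and *acs*), a porin (*ompF*), *yjfO* and *ygfJ*. With each array centred on its median, 71 probes fell and 6 rose. A change of at least 3-fold with the methods' t-test at the paper's p of at most 0.2 held for 704 probes as deposited and for 406 after centring. Without Δ*cya* replicate 1, 2 or 3 the number as deposited was 297, 447 or 410, of 2830, 4059 or 2646 probes that could be tested. Leaving out any 1 of the 3 Δ*cya* arrays reduced the calls of limma from 11 to 0, and fitting the Δ*cya* arrays without the Δ*rpoS* arrays also gave 0, with 1275 probes at an unadjusted p under 0.05.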

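The direction of the changes in the Δ*cya* strain depended on the centring of the arrays. By a 3-fold change with the methods' t-test, 118 probes were lower and 586 higher in the mutant as deposited, and 283 lower and 123 higher relative to the array medians. By limma's test all calls were lower as deposited, and 92.2% of the calls were lower after centring. On the deposited values with array weights 71 probes were lower and 45 higher. Among probes with values on all 3 arrays 23 were lower and 5 higher. Of the 151 genes that the paper's tables list as lower, 146 had values here. Their mean log2 ratio was below 0 for 145, reached 3-fold for 107 and passed limma's test for 10. Relative to the array medians these numbers were 146, 144 and 63. Of 40 genes listed as higher, 39 had values and 38 a mean above 0, but only 10 had values on all 3 arrays. The paper chose these genes on the same arrays, so their direction is not independent evidence.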

The majority of these genes (152) was down-regulated, which is in agreement with the role of cAMP-CRP as a transcription activator. A large fraction of the *Δcya* affected genes (51) were reported to possess one or more cAMP-CRP binding sites in their promoter region [53,54] and 44 of them were previously found to be down-regulated in *crp* mutant strains [38,39]. This observation is in agreement with previous studies reporting that cAMP-CRP regulates more than 400 genes, making it the broadest global regulator after the housekeeping sigma factor RpoD [6].

**Table 2:** Genes coding for proteins involved in transport and metabolism of carbon substrate with significant up- or down-regulation in Δ*rpoS* and Δ*cya* strains (difference in average signal intensity compared to wild-type *E*. *coli* K12 ≥ 3 or ≤ -3, p-value ≤ 0.2) in glucose-limited continuous culture cultivated at D = 0.3 h^-1^.

Gene	b no.	Gene product	Ratio cAMP	Ratio RpoS
**Transport**				
*nhaA*	b0019	Na+/H antiporter, pH dependent	4.1	
*yajR*	b0427	putative transport protein	-3.3**	
*nmpC* ^b^ ^,^ ^e^ ^,^ ^f^ ^,^ ^g^	b0553	outer membrane porin protein, locus of qsr prophage	6.3	-3.2*
*cusB*	b0574	outer membrane transport protein involved in copper tolerance	-3.1*	
*fepE*	b0587	ferric enterobactin (enterochelin) transport	-3.0**	
*cstA* ^f^ ^,^ ^i^	b0598	carbon starvation protein	7.6	
*ybeJ*	b0655	glutamate/aspartate periplasmic binding transport protein	5.4	
*artI* ^g^	b0863	arginine 3rd transport system periplasmic binding protein	4.1	
*ycaD*	b0898	putative transport protein	4.4	
*ompF* ^f^ ^,^ ^i^	b0929	outer membrane protein 1a	27.4*	
*ompA* ^f^ ^,^ ^g^	b0957	outer membrane protein 3a	4.0	
*ycdG*	b1006	putative transport protein	3.6	
*ptsG* ^c^ ^,^ ^f^ ^,^ ^g^ ^,^ ^i^	b1101	PTS system, glucose-specific IIBC component	4.0	
*nhaB*	b1186	Na+/H+ antiporter, pH independent	-4.5**	-5.4**
*ydcS* ^e^	b1440	putative ABC transporter periplasmic binding protein	8.9	9.8
*ydcU*	b1442	putative transport system permease protein	11.9	7.3
*xasA* ^e^ ^,^ ^h^	b1492	acid sensitivity protein, putative transporter		34.1*
*ego*	b1513	putative ATP-binding component of a transport system	15.2	14.3
*manX* ^c^ ^,^ ^f^ ^,^ ^g^ ^,^ ^i^	b1817	PTS enzyme IIAB, mannose-specific	8.0	
*manY* ^c^ ^,^ ^f^ ^,^ ^g^	b1818	PTS enzyme IIC, mannose-specific	15.1	
*manZ* ^f^ ^,^ ^g^ ^,^ ^i^	b1819	PTS enzyme IID, mannose-specific	5.8	
*gatC* ^c^ ^,^ ^i^	b2092	PTS system galactitol-specific enzyme IIC	35.3*	
*gatB* ^c^ ^,^ ^i^	b2093	galactitol-specific enzyme IIB of phosphotransferase system	60.6*	
*gatA* ^c^	b2094	galactitol-specific enzyme IIA of phosphotransferase system	55.9*	
*yohC* ^e^	b2135	putative transport protein	10.1	7.8
*mglA* ^c^ ^,^ ^f^ ^,^ ^g^ ^,^ ^i^	b2149	ATP-binding component of methyl-galactoside transport	3.9	
*mglB* ^c^ ^,^ ^f^ ^,^ ^g^ ^,^ ^i^	b2150	galactose-binding transport protein	4.9	
*exbD*	b3005	uptake of enterochelin tonB-dependent uptake of B colicins	-3.0	
*mscL*	b3291	mechanosensitive channel	6.0	
*feoA*	b3408	ferrous iron transport protein A	-4.9**	
*hdeD* ^b^ ^,^ ^e^	b3511	putative transporter protein		11.5
*dppA*	b3544	dipeptide transport protein	11.9	
*rbsD* ^g^ ^,^ ^i^	b3748	D-ribose high-affinity transport system, membrane-associated protein	3.6	
*rbsB* ^g^	b3751	D-ribose periplasmic binding protein	9.4	
*glpF* ^c^ ^,^ ^f^ ^,^ ^i^	b3927	facilitated diffusion of glycerol	9.6	
*yjbB* ^i^	b4020	putative alpha helix protein	-3.6	
*malG* ^f^ ^,^ ^g^ ^,^ ^i^	b4032	part of maltose permease, inner membrane	5.9	
*malF* ^f^ ^,^ ^g^ ^,^ ^i^	b4033	part of maltose permease, periplasmic	6.9	
*malE* ^c^ ^,^ ^f^ ^,^ ^g^ ^,^ ^i^	b4034	periplasmic maltose-binding protein	7.5	
*malK* ^c^ ^,^ ^f^ ^,^ ^g^ ^,^ ^i^	b4035	ATP-binding component of transport system for maltose	4.2	
*lamB* ^c^ ^,^ ^f^ ^,^ ^g^ ^,^ ^i^	b4036	phage lambda receptor protein, maltose high-affinity receptor	8.1	
*malM* ^c^ ^,^ ^f^ ^,^ ^g^ ^,^ ^i^	b4037	periplasmic protein of mal regulon	12.5	
*actP* ^f^	b4067	acetate permease	10.7	
*alsB*	b4088	D-allose-binding periplasmic protein		-3.2**
*cycA*	b4208	transport of D-alanine, D-serine, and glycine	4.0	
*ytfQ*	b4227	putative D-ribose transport protein, ABC superfamily	3.6	
*ytfR*	b4228	putative ATP-binding component of a transport system	5.2	
*idnT* ^f^ ^,^ ^g^	*b4265*	*L-idonate transporter*	-3.3*	-3.0
*sgcX*	*b4305*	*putative PTS transport system*	4.4	
**Carbon & Energy metabolism**				
*acnB* ^b^ ^,^ ^f^	b0118	aconitate hydrase B		-3.0**
*prpB* ^b^ ^,^ ^f^	b0331	putative carboxyphosphoenolpyruvate mutase	17.0	15.8
*prpC* ^f^	b0333	citrate synthase, propionate metabolism	30.8*	17.6
*prpD* ^f^	b0334	2-methyl citrate dehydratase	5.6	7.6
*prpE* ^f^	b0335	putative propionyl-CoA synthetase		5.9
*yajO*	b0419	putative NAD(P)H-dependent xylose reductase	3.7	
*thiJ*	b0424	4-methyl-5(beta-hydroxyethyl)-thiazole monophosphate synthesis		6.1
*gltA* ^c^ ^,^ ^f^ ^,^ ^g^	b0720	citrate synthase	6.9	
*sdhD* ^a^ ^,^ ^b^ ^,^ ^i^	b0722	succinate dehydrogenase, hydrophobic subunit		-3.1
*sdhB* ^f^ ^,^ ^g^ ^,^ ^i^	b0724	succinate dehydrogenase, iron sulfur protein	7.2	
*sucA* ^c^ ^,^ ^g^ ^,^ ^i^	b0726	2-oxoglutarate dehydrogenase (decarboxylase component)	3.7	
*sucC* ^c^ ^,^ ^g^	b0728	succinyl-CoA synthetase, beta subunit	4.4	
*moa*	b0781	molybdopterin biosynthesis, protein A	-6.2**	-7.4**
*dmsB*	b0895	anaerobic dimethyl sulfoxide reductase subunit B	-7.4**	-3.0**
*mgsA*	b0963	methylglyoxal synthase	5.5	
*nark*	b1223	nitrite extrusion protein		4.7
*aldA* ^c^ ^,^ ^f^ ^,^ ^g^	b1415	aldehyde dehydrogenase, NAD-linked	6.5	
*gapC_1* ^b^	b1417	glyceraldehyde 3-phosphate dehydrogenase C, interrupted		5.6
*astA*	b1747	arginine succinyltransferase	7.0	
*gapA* ^g^	b1779	glyceraldehyde-3-phosphate dehydrogenase A	3.5	
*gatD* ^c^ ^,^ ^f^ ^,^ ^i^	b2091	galactitol-1-phosphate dehydrogenase	11.2	
*gatZ* ^c^ ^,^ ^f^	b2095	putative tagatose 6-phosphate kinase 1	54.4	
*gatY* ^f^	b2096	tagatose-bisphosphate aldolase 1	50.5**	
*fbaB* ^b^ ^,^ ^d^ ^,^ ^e^ ^,^ ^h^	b2097	fructose-biphosphate aldolase	4.0	5.6
*menB*	b2262	dihydroxynaphtoic acid synthetase		-3.0*
*nuoH*	b2282	NADH dehydrogenase I chain H	3.7	
*nuoE*	b2285	NADH dehydrogenase I chain E	4.3	
*talA* ^a^ ^,^ ^b^ ^,^ ^d^ ^,^ ^e^ ^,^ ^h^	b2464	transaldolase A		8.6
*eno*	b2779	Enolase	3.6	
*glcB*	b2976	malate synthase G	4.1	
*glcF*	b2978	glycolate oxidase iron-sulfur subunit	7.1	
*glcD*	b2979	glycolate oxidase subunit D	7.0	
*mdh* ^f^ ^,^ ^g^ ^,^ ^i^	b3236	malate dehydrogenase	4.1	
*pckA* ^g^	b3403	phosphoenolpyruvate carboxykinase	8.7	
*atpD* ^g^	b3732	membrane-bound ATP synthase, F1 sector, beta-subunit	4.7	
*atpH* ^g^	b3735	membrane-bound ATP synthase, F1 sector, delta-subunit	4.0	
*atpE* ^g^	b3737	membrane-bound ATP synthase, F0 sector, subunit c	4.6	
*atpB* ^g^	b3738	membrane-bound ATP synthase subunit a	5.3	
*aceB* ^c^ ^,^ ^f^	b4014	malate synthase A	4.1	
*aceA* ^c^ ^,^ ^f^ ^,^ ^i^	b4015	isocitrate lyase	5.1	
*acs* ^f^ ^,^ ^g^ ^,^ ^i^	b4069	acetyl-CoA synthetase	19.5	
*frdD*	b4151	fumarate reductase, anaerobic, membrane anchor polypeptide	4.1	
*frdB* ^b^	b4153	fumarate reductase, anaerobic, iron-sulfur protein subunit	-3.1**	-3.2**

* p-value < 0.1,

** p-value < 0.05

References:

^a^[32]

^b^[33]

^c^[38]

^d^[35]

^e^[36]

^f^[52]

^g^[53]

^h^[37]

^i^[39]

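Uptake genes for galactitol were among the genes that fell furthest in the Δ*cya* strain. *gatA*, *gatB* and *gatC*, which encode the galactitol-specific parts of the phosphotransferase system, had mean log2 ratios of -5.61 ± 1.54 (SD, n = 3), -5.46 ± 0.89 and -4.74 ± 0.23 (adjusted p = 0.0154, 0.0154 and 0.0154), and all 6 genes of the *gat* operon that were measured lay below 0. Camera's test set 6 maltose genes against the other probes with values on all 6 arrays. These genes fell as a group (adjusted p = 0.00773, and adjusted p = 0.442 with an estimated correlation). Of the 13 tested genes of the maltose list 0 passed limma's test alone (4 when adjusted over the list alone). *malM*, of the *malK*-*lamB*-*malM* operon, had a mean of -3.37 ± 0.41, the maltoporin gene *lamB* -2.63 ± 0.50 and the maltose-binding protein gene *malE* -2.43 ± 0.55. The other members of the 2 operons, *malF*, *malG* and *malK*, lay at -2.41 ± 0.86, -2.12 ± 1.07 and -1.61 ± 1.26. Of the maltose list, 8 genes lay below 0 and 5 above.

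The mannose permease genes *manX*, *manY* and *manZ* had means of -2.64 ± 0.31, -3.66 ± 1.05 and -2.03 ± 0.64. The acetate permease gene *actP* was at -3.01 ± 0.49, and the binding protein genes *rbsB* (ribose) and *ytfQ* (galactofuranose) at -2.70 ± 0.52 and -1.34 ± 0.72. None of these passed the test as deposited (adjusted p from 0.0641 to 0.261 over these and the maltose genes). Relative to the array medians *malM*, *lamB*, *malF*, *manX*, *manY*, *rbsB* and *actP* did pass, with adjusted p of 0.0164, 0.0239, 0.0408, 0.0164, 0.0164, 0.0119 and 0.0106. Over whole lists, 3 of 15 phosphotransferase genes, 1 of 5 ribose genes and 0 of 8 galactose genes were lower when adjusted over the list alone, and 0 in each over all genes.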

Most of the genes down-regulated in the Δ*cya* strain belong to operons involed in the uptake of carbon sources (Table 2): glucose (*ptsG*), maltose (*malEFG* and *malK*-*lamB*-*malM*), galactose (*gatABCD* and *mglBA*), ribose (*rbsDB* and *ytfQR*), mannose (*manXYZ*) and acetate (*actP*). 

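The single genes that the paper names for the uptake of amino acids and peptides were lower in the Δ*cya* strain on all 3 arrays. They serve the uptake of dipeptides (*dppA*, the binding protein), of pyruvate and peptides (*cstA*), of glutamate and aspartate (*ybeJ*, now *gltI*), of arginine (*artI*) and of alanine, serine and glycine (*cycA*). Their mean log2 ratios were -3.11 ± 0.10 (SD, n = 3), -2.55 ± 0.79, -1.89 ± 0.58, -1.51 ± 0.27 and -1.46 ± 0.50. The difference was larger than the spread between replicates for each of them, but with limma none passed the test (adjusted p from 0.0641 to 0.215). After centring on the array medians *dppA*, *cstA* and *ybeJ* passed (adjusted p = 0.0129, 0.0270 and 0.0408). Over the whole list of amino acid and peptide uptake, 0 of 41 genes fell (2 when adjusted over the list alone), 23 lay below 0 and 18 above, and the list did not pass camera (adjusted p = 0.0595). It fell in fry, which asks only whether the genes of a list move one way (adjusted p = 0.0115), and in camera on the strain's own arrays, a test chosen after seeing the data (adjusted p = 1.4e-05, and adjusted p = 0.254 with an estimated correlation).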

Genes for the uptake of amino acids were also affected, e.g., those for glutamate and aspartate (*ybeJ*), arginine (*artI*), alanine, serine and glycine (*cycA*), peptides (*cstA*) and dipeptides (*dppA*). Several outer membrane porins (*nmpC*, *ompF*, *ompA* and *ompC*), a mechanosensitive channel (*mscL*), and an antiporter (*nhaA*) were also down-regulated in the Δ*cya* strain, whereas another antiporter (*nhaB*) was up-regulated. 

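*ompF*, the gene of the larger general porin, fell by far the most of these genes, with a mean log2 ratio of -4.26 ± 0.68 (SD, n = 3) (adjusted p = 0.0160). *nmpC*, another porin gene, had a mean of -2.17 ± 0.67, *mscL* (mechanosensitive channel) -2.06 ± 0.39, *nhaA* (sodium/proton antiporter) -1.50 ± 0.45 and *ompA* -1.47 ± 0.51. *ompC*, the gene of the smaller general porin, lay at -0.10 ± 0.29, and at -0.87 relative to the array medians. For the other antiporter gene, *nhaB*, 2 arrays gave 3.20 ± 0.12. None of these apart from *ompF* passed the test (adjusted p from 0.113 to 0.894), and after centring *nmpC* and *mscL* did (adjusted p = 0.0397 and 0.0239). The list of outer membrane proteins and lipoproteins fell in camera on 12 probes with values on all 6 arrays (adjusted p = 0.0162, and adjusted p = 0.442 with an estimated correlation). Of its 18 genes, 1 fell over all genes, and 7 were lower and 2 higher when adjusted over the list alone.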

The down-regulation of several genes encoding proteins involved in the transport of carbon sources in the absence of cAMP is in agreement with the results of previous studies performed in batch cultures [38,39]. Among the cAMP-dependent transporter genes found in this study, the *mal* operon, *mgl* operon and *ompF* have previously been shown to be important for high-affinity uptake of glucose under carbon-limited conditions and to be under the transcriptional control of cAMP [18,55–57]. The low expression of genes encoding ABC-type high-affinity uptake systems and the PTS transporter for glucose is in agreement with the 10 to 20-fold poorer affinity (K_s,Glc_) of both Δ*cya* and Δ*crp* strains for glucose as determined from steady-state concentrations in chemostat cultures (Table 1). In contrast, the growth yield for glucose was only marginally affected by these global regulatory mutations, indicating that biosynthetic pathways are not part of the cAMP-CRP and RpoS regulons (Table 1). 

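Periplasmic binding proteins are the substrate-catching part of high-affinity uptake systems. Their genes fell as a group in the Δ*cya* strain by camera's test on 9 probes with values on all 6 arrays (adjusted p = 0.0119, and adjusted p = 0.442 with an estimated correlation). Of 25 tested genes of the list 0 passed limma's test over all genes as deposited, 6 were lower when adjusted over the list alone and 3 fell over all genes after centring. The median of the list was -0.62, 15 genes lay below 0 and 10 above. The leucine-binding protein gene *livJ* had a mean log2 ratio of -1.97 ± 0.32 (SD, n = 3) (adjusted p = 0.173). In the opposite direction lay *mppA*, for the murein tripeptide, with 1.74 ± 0.35 on 2 arrays (adjusted p = 0.328).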

The transcriptome data and the increased K_s,Glc_ are consistent with the missing over-expression of high-affinity periplasmic binding proteins for carbon substrates in the Δ*cya* and Δ*crp* strains under carbon- and energy-limited growth conditions (Fig 1). Expression patterns for periplasmic proteins in Δ*cya* and Δ*crp* strains were similar, although minor differences existed. Interestingly, such minor differences in transcriptome analyses between Δ*cya* and Δ*crp* strains were also reported for *Vibrio cholerae* [58].

**Fig 1:**
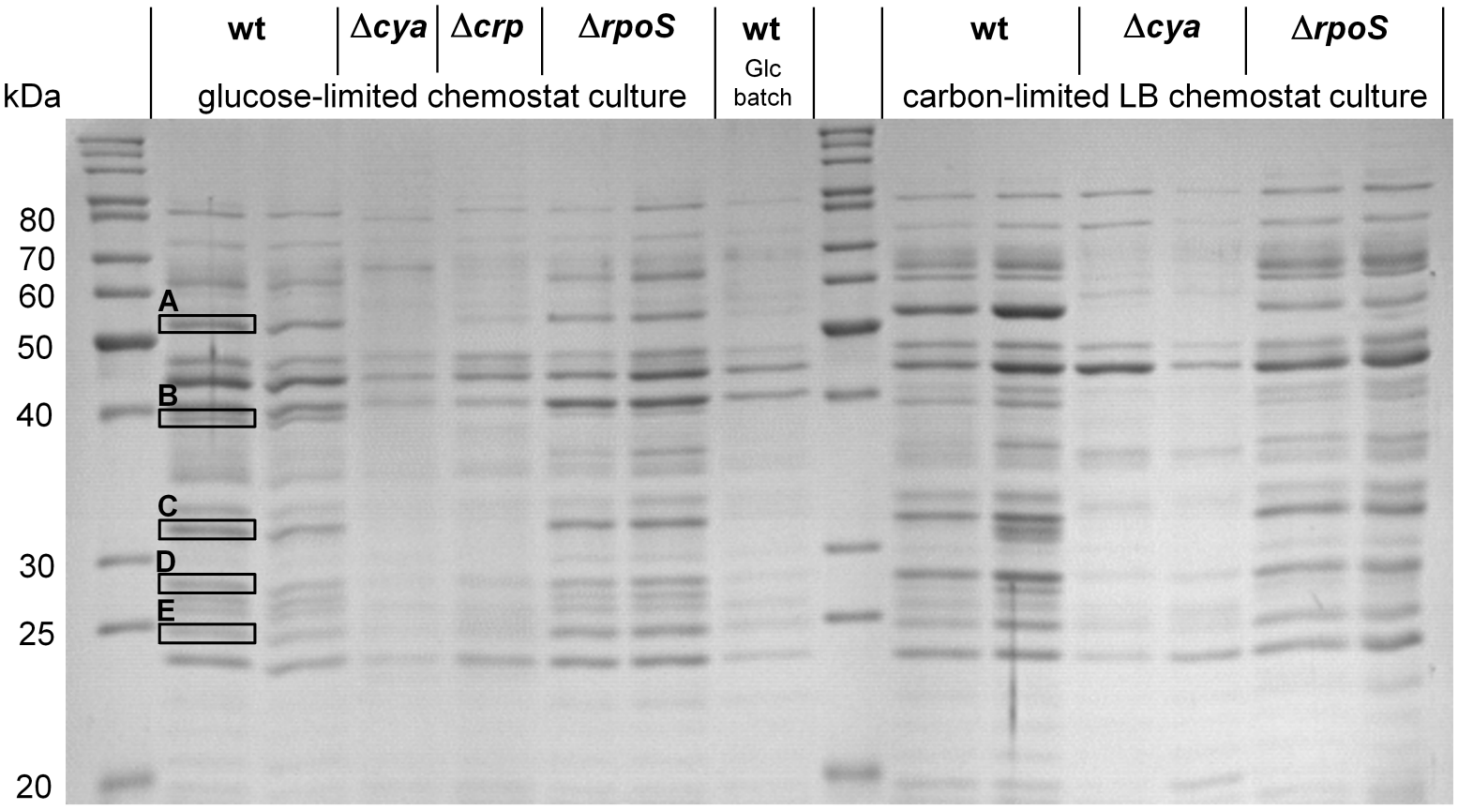
Expression of periplasmic proteins in carbon-limited chemostat cultures of wild-type (wt),Δ*crp*, Δ*cya* and Δ*rpoS E*. *coli* strains. Carbon-limited LB chemostat cultures were set at a dilution rate of 0.3 h^-1^, while the dilution rate of glucose-limited chemostat cultures was operated at approximately half the maximum specific growth rate (D = 0.3 h^-1^ for wild-type and *rpoS* strains, D = 0.16 h^-1^ for the*cya* strain and D = 0.14 h^-1^ for the*crp* strain). The protein bands marked in the figure were identified in a previous study [15] as (A) dipeptide-binding protein DppA, (B) maltose-binding protein MalE, (C) galactose/glucose-binding protein MglB, (D) ribose-binding protein RbsB and (E) glutamine-binding protein GlnH. When two lanes per strain for a similar condition are shown, chloroform shock extracts from two separate chemostat cultures were loaded onto the gel. Loading volumes were normalized to the optical density of the culture samples. Protein size markers are shown in the first and ninth lane from the left.

In the wild-type strain strong induction of high-affinity binding proteins for e.g. maltose, ribose, galactose, dipeptides and glutamine occurred in response to carbon and energy limitation. This has repeatedly been observed in previous studies for both laboratory strains and natural isolates of *E*. *coli* [13,15,18]. In addition to the negative effect of the absence of cAMP on the expression of transport systems for alternative carbon substrates, many genes encoding enzymes of central catabolic pathways were down-regulated, e.g. components of the tricarboxylic acid cycle (TCA), the glyoxylate bypass, glycolysis, gluconeogenesis, the pentose phosphate pathway, the methylglyoxyl pathway, propionate metabolism and galactitol degradation (Table 2). 

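The lists of glyoxylate, glycolate and acetate genes and of the propionate operon fell in the Δ*cya* strain by camera's test (adjusted p = 0.0119 and 0.0119, and adjusted p = 0.442 and 0.395 with an estimated correlation). Camera used 8 and 3 probes of these lists, those with values on all 6 arrays. The list of the TCA cycle did not pass camera, which used 8 of its probes (adjusted p = 0.181). It fell in fry, which asks only whether the genes of a list move one way (adjusted p = 0.0483), and in camera on 16 probes with values on the strain's own arrays, a test chosen after seeing the data (adjusted p = 7.3e-06, and adjusted p = 0.254 with an estimated correlation). Of its 17 genes 12 lay below 0, 0 fell over all genes and 3 were lower when adjusted over the list alone. The largest differences were those of *sdhB* (succinate dehydrogenase, -2.34 ± 0.69 (SD, n = 3)), *gltA* (citrate synthase, -2.31 ± 0.19) and *sucC* (succinyl-CoA synthetase, -1.66 ± 0.17). For glycolysis 6 of 14 genes lay below 0 and 12 below the array median, with 0 past limma's test and an adjusted p of 0.846 in camera and 0.00744 in fry. The enolase gene *eno* had a mean of -1.29 ± 0.41 and the aldolase gene *fbaB* -1.43 ± 0.59. In the pentose phosphate pathway the median of 12 genes was 0.90 and none passed, nor when adjusted over the list alone.

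In the category of carbon and energy metabolism the paper's tables list 32 genes as lower, of which 31 had values, all below 0, 22 of them by at least 3-fold. These genes were chosen on the same arrays.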

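Of the 9 genes of the *atp* operon, which encodes the proton-driven ATP synthase, 8 had a mean log2 ratio below 0 in the Δ*cya* strain and all 9 lay below the array medians. *atpB* had a mean of -1.87 ± 0.94 (SD, n = 3), *atpD* -1.73 ± 0.43, *atpE* -1.62 ± 0.64 and *atpH* -1.49 ± 0.73. *atpI*, the first gene of the operon, lay at 0.35 ± 0.69, and at -0.42 relative to the array medians. With limma 0 of them passed the test over all genes and 2 were lower when adjusted over the list alone. The list had an adjusted p of 0.0609 in camera and 0.0204 in fry, which asks only whether the genes of a list move one way. On the strain's own arrays, a test chosen after seeing the data, it fell in camera (adjusted p = 7.6e-06, and adjusted p = 0.335 with an estimated correlation).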

Genes encoding subunits of ATP synthase were also negatively affected. 

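The galactitol operon, with its genes of uptake and breakdown, had a lower median in the Δ*cya* strain than any other list (-5.53). *gatZ* and *gatY* encode the subunits of tagatose-1,6-bisphosphate aldolase, and *gatD* galactitol-1-phosphate dehydrogenase. *gatZ* fell to a mean log2 ratio of -5.80 ± 1.96 (SD, n = 3) (adjusted p = 0.0218), and the 2 probes of *gatY* to -5.62 ± 0.59 and -4.92 ± 0.71 (adjusted p = 0.0154 and 0.0178). *gatD* had a mean of -3.15 ± 1.55 and did not pass (adjusted p = 0.160), unless arrays were centred (adjusted p = 0.0408). Of the 6 genes 5 fell, 6 when adjusted over the list alone (camera adjusted p = 2.9e-07, and adjusted p = 0.395 with an estimated correlation).

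Among the propionate genes *prpC* (methylcitrate synthase) fell, with a mean of -4.56 ± 0.59 (adjusted p = 0.0240). *prpB* and *prpD*, the next enzymes of the methylcitrate cycle, were at -3.62 ± 1.01 and -2.12 ± 0.83 (adjusted p = 0.0641 and 0.198), and *prpE* at -1.23 ± 0.75. All 4 genes were lower when adjusted over the list alone. The acetyl-CoA synthetase gene *acs* fell too, at -3.94 ± 0.48 (adjusted p = 0.0154).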

Among the most down-regulated genes in the Δ*cya* strain were those for the galactitol degradation pathway (*gatD*, *gatZ* and *gatY*), propionate metabolism (*prpB*, *prpC* and *prpD*) and acetyl-CoA synthetase (*acs*). The genes belonging to the propionate metabolism are known to be cAMP-dependent, in addition σ^N^ is required for their transcription [59]. Acetyl-CoA synthetase (*acs*) was reported by others to be under the control of cAMP, Fnr and the flux of carbon through the acetate pathway [60,61]. Genes encoding enzymes of the tricarboxylic acid (TCA) cycle and glyoxylate bypass (AceA, AceB and GlcB) were also transcribed at a lower level in the absence of adenylate cyclase. 

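The isocitrate lyase and malate synthase genes of the glyoxylate bypass, *aceA* and *aceB*, had mean log2 ratios of -1.85 ± 0.19 (SD, n = 3) and -1.48 ± 0.71 in the Δ*cya* strain. *glcB*, the other malate synthase gene, was at -1.59 ± 1.11. Each was below 0 on all 3 arrays. None of them passed limma's test alone (adjusted p = 0.165, 0.198 and 0.182). In the list that holds them with the genes of glycolate and acetate use, 1 of 13 genes fell (*acs*), 5 were lower when adjusted over the list alone, and 4 fell after centring. *ppsA* (phosphoenolpyruvate synthase), also in that list, had 0.89 ± 1.90 on 2 arrays.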

A significant reduced activity of the glyoxylate bypass for Δ*cya* and Δ*crp* strains has been previously reported under glucose limitation [23,60,62]. The reduced expression of genes encoding components of the TCA cycle and the glycolysis pathway is in agreement with the significantly reduced _max,Glc_ of Δ*cya* and Δ*crp* strains in glucose-excess batch culture (Table 1). At the physiological level the mandatory presence of cAMP-CRP for induction of transport systems and catabolic pathways for alternative carbon substrates was reflected in a drastically reduced capability to respire and grow on carbon substrates other than glucose (Figs 2 and 3). The high catabolic flexibility of glucose-limited growing *E*. *coli* cultures reported previously [15] was abolished in strains without functional cAMP-CRP global regulation (Fig 2). The limited catabolic flexibility of these strains in glucose-limited chemostats resembled the pattern observed for wild-type *E*. *coli* cultivated under conditions of excess glucose [15]. Similarly, the expression of an enormous number of alternative catabolic pathways in wild-type *E*. *coli* observed in complex medium under carbon- and energy-limited conditions was completely abolished in the absence of functional adenylate cyclase (Fig 3). With the exception of L-serine, which was not oxidized by Δ*cya* cells, the BIOLOG respiration pattern of the Δ*cya* strain cultivated in a carbon-limited LB chemostat was comparable to that of fast-growing cells of the wild-type strain in LB batch cultures [15]. In agreement with the missing expression of catabolic pathways for alternative organic substrates, the growth yield of the Δ*cya* strain in modified LB medium was strongly reduced, both in batch and chemostat culture (Fig 4 and Table 3). By contrast, the maximal specific growth rate in the same medium (determined at low cell densities) was only slightly reduced in cAMP-CRP knock-out strains (Table 3), again suggesting that the expression of biosynthetic pathways is not influenced by this global regulatory mechanism.

**Fig 2:**
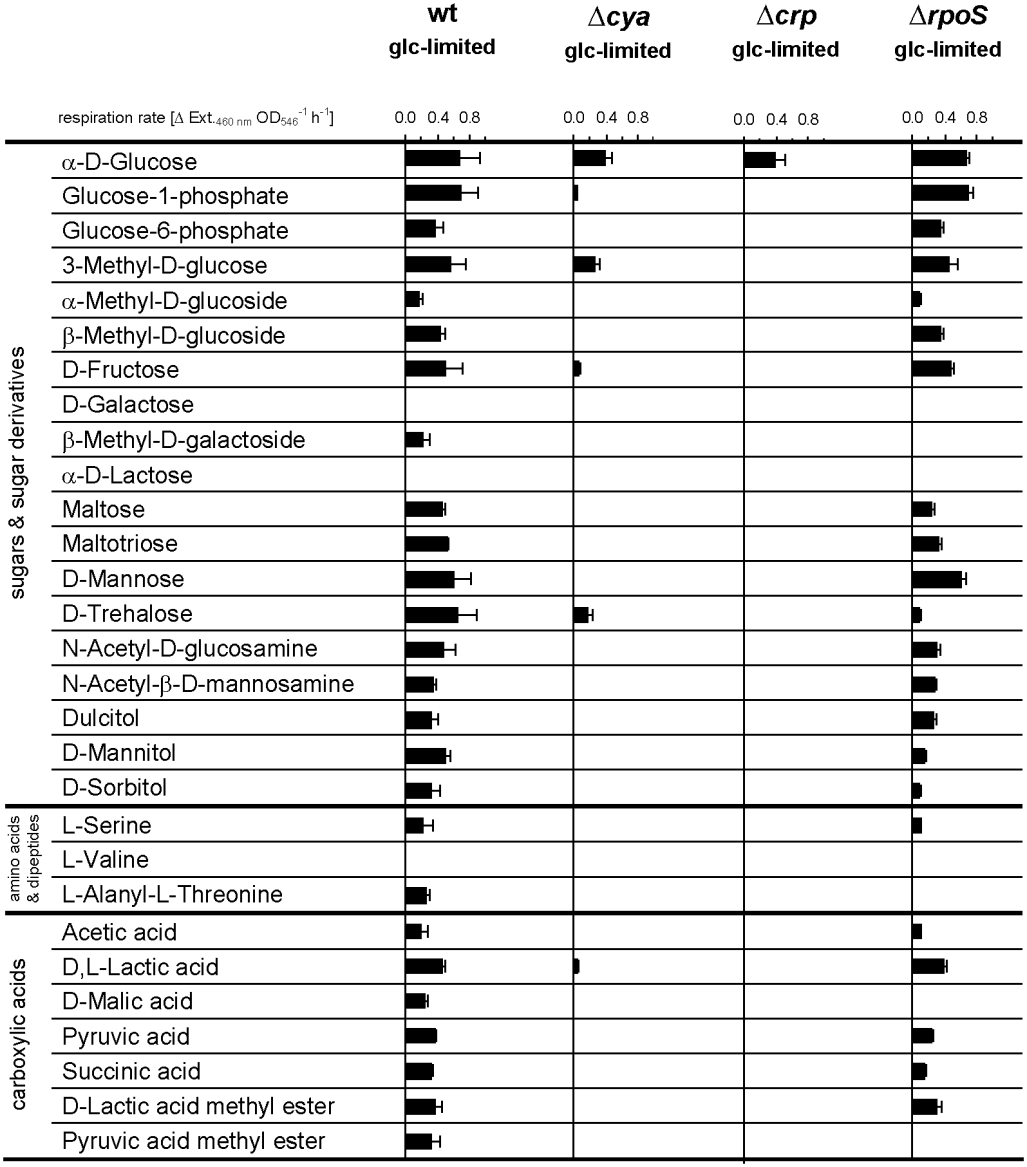
Substrate respiration rates of wild-type, Δ*crp*, Δ*cya* and Δ*rpoS* strains of *E*. *coli* in glucose-limited chemostat cultures. Respiration rates were determined with chloramphenicol-inhibited cells on BIOLOG AN MicroPlates and normalized to OD_546_ of the used cell suspension. Bars give average rates of ≥ 4 BIOLOG plates, for each strain cells were taken from two separate chemostat cultures. Error bars represent standard deviations.

**Fig 3:**
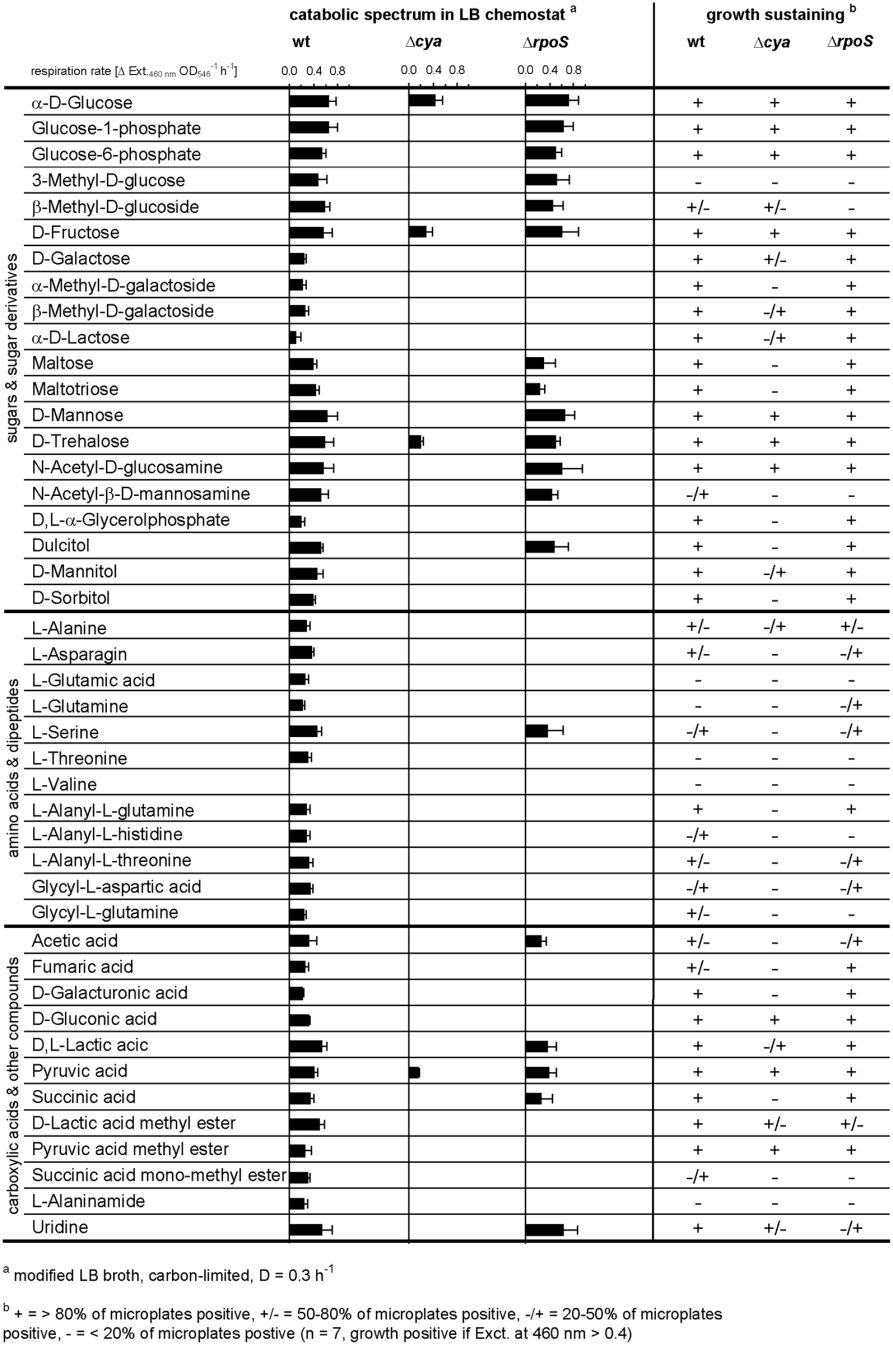
Substrate respiration rates of wild-type, Δ*crp*, Δ*cya* and Δ*rpoS* strains of *E*. *coli* in carbon-limited LB chemostat cultures and substrates that supported growth in BIOLOG plates. Respiration rates were determined as described in legend to Fig 2. For growth, all substrates leading to significant colour formation in any strain are shown. L-valine was included in the table as negative control.

**Fig 4:**
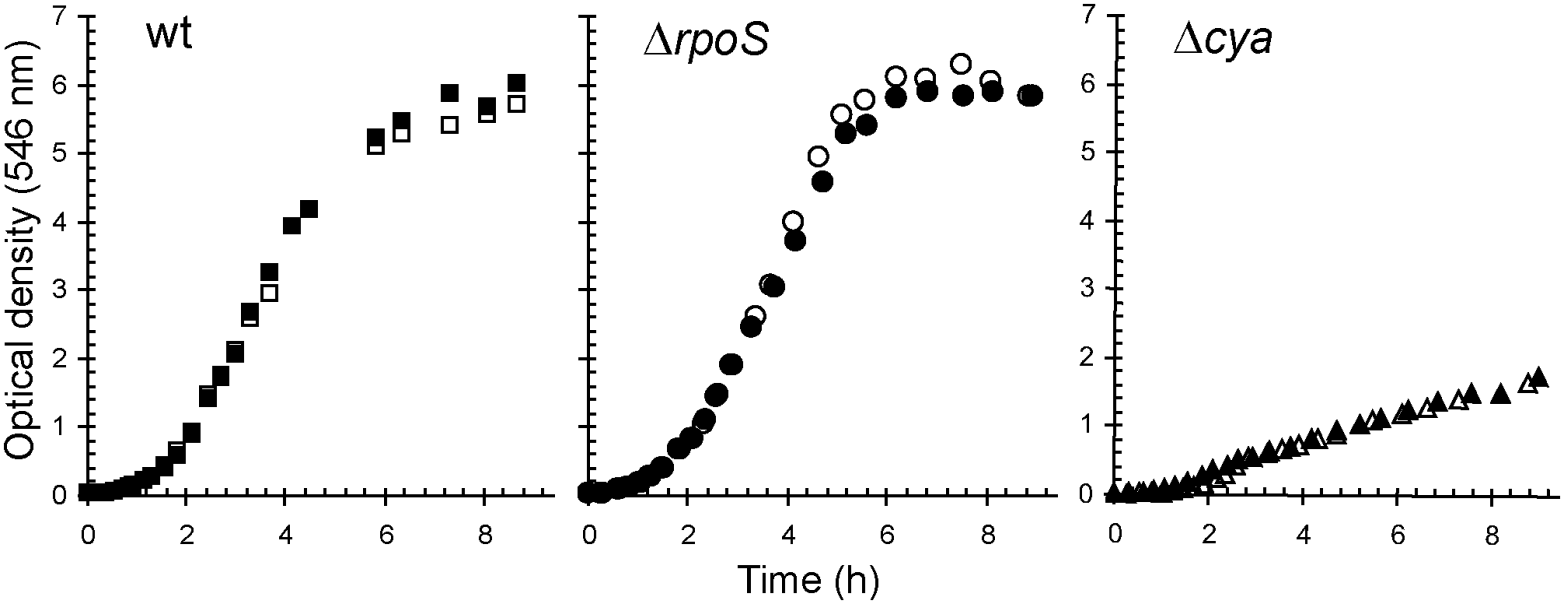
Growth of wild-type (■, □), Δ*rpoS* (●, ○), and Δ*cya* (▲, Δ) strains of *E*. *coli* in batch cultures with modified LB medium buffered at pH 7. Data from two individual experiments (black and white symbols).

**Table 3:** Effect of global regulatory mutations on growth kinetic parameters and specific hydroperoxidase activity of *E*. *coli* MG1655 in modified LB complex medium cultures at 37°C. Growth yield and specific hydroperoxidase activities were determined in carbon-limited LB chemostat cultures operated at a dilution rate of 0.3 h^-1^.

strain	μ_max_	Yield	HPI+II ^b^	HPII ^c^
	[h^-1^]	[g _dr. wt._ g _LB_^-1^]^a^	[μmol H_2_O_2_ min^-1^ mg_protein_^-1^]	
MG1655 (wt)	2.13	0.111	104	48.0
	(± 0.11)	(± 0.03)	(± 11)	(± 6.8)
Δ*rpoS*	2.04	0.092	50.7	0.7
	(± 0.04)	(± 0.011)	(± 13.0)	(± 0.3)
Δ*cya*	1.64	0.015	66.5	57.5
	(± 0.08)	(± 0.001)	(± 11)	(± 22)

^a^ biomass yield per amount of tryptone and yeast extract (2:1) present in the feed medium of carbon-limited chemostat cultures

^b^ combined activities of heat labile hydroperoxidase I (KatG) and heat stable hydroperoxidase II (KatE)

^c^ heat stable hydroperoxidase II activity (KatE)

An interesting exception to the general rule of down-regulation of transport systems in the Δ*cya* strain are metal transport systems, which were found to be up-regulated: *cusB* (involved in copper transport), *feoA* (involved in ferrous ion transport) and *fepE* (involved in ferric enterobactin transport) transcript levels were all 3-5-fold enhanced in the mutant (Table 2).

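Genes of iron uptake lay on the whole slightly above the array medians in the Δ*cya* strain, with a median of 0.27 relative to them. By camera's test on the 3 members with values on all 6 arrays the list rose (adjusted p = 0.0318, and adjusted p = 0.395 with an estimated correlation). Of its 31 tested genes 30 were above 0 and 22 above the array medians, 0 passed limma's test over all genes and 3 were higher when adjusted over the list alone. *feoA*, for ferrous iron uptake, had a mean log2 ratio of 3.48 ± 0.18 (SD, n = 2) (adjusted p = 0.126), the enterobactin synthesis gene *entD* 3.05 ± 1.13 (SD, n = 3) (adjusted p = 0.126) and *exbD*, of the energy-transducing complex, 2.78 ± 1.84 (adjusted p = 0.140). *fepE* had a value on 1 array, 2.53, which has no replicate check. The copper efflux gene *cusB* gave 2.38 ± 0.05 on 2 arrays (adjusted p = 0.169) and its neighbour *cusC* 2.28 ± 1.42. In the list of copper and silver homeostasis 0 of 9 genes passed and 4 lay below the array medians.

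**Figure D1:**
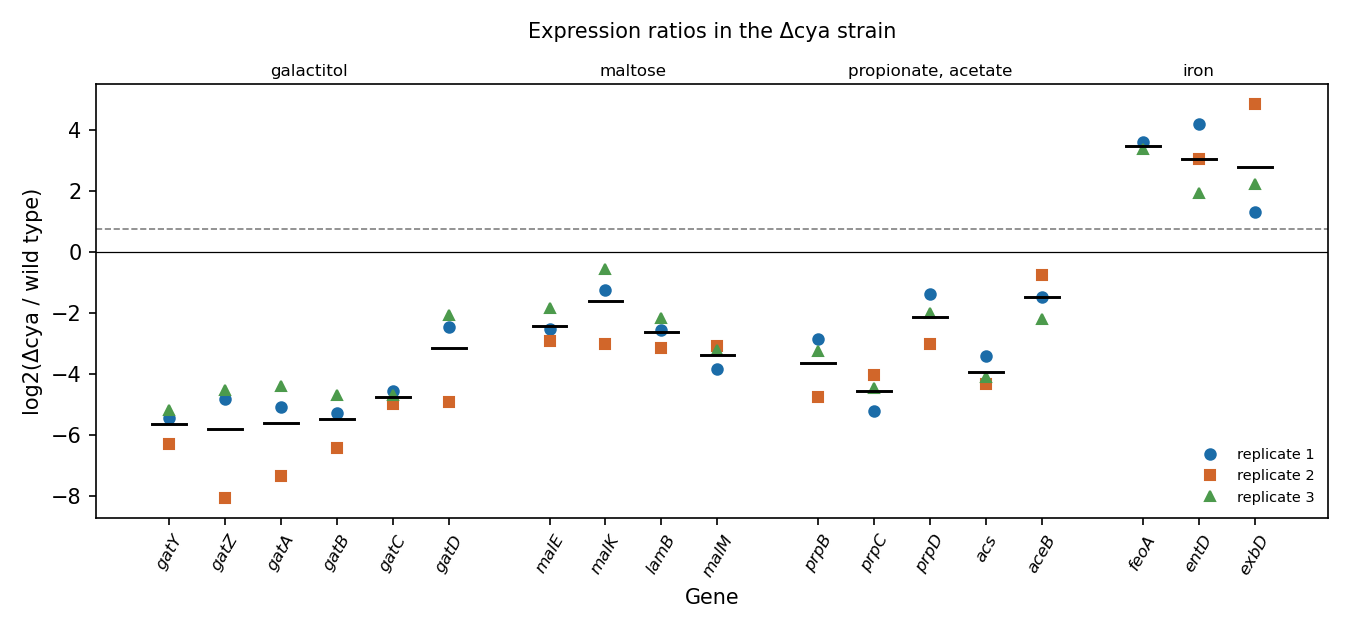
Log2 ratio of the Δ*cya* strain over the wild type for single genes, 1 point per array, with a black bar at the mean of the arrays that measured the gene. The solid line marks no change and the dashed line the mean of the 3 array medians, 0.76. Genes of galactitol, maltose, propionate and acetate use lie below both lines, and *feoA*, *entD* and *exbD* have means above both.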

### RpoS is not required for the physiological response (hunger-response) of *E*. *coli* to carbon and energy limitation

Similarly to cAMP, the levels of the alternative sigma factor RpoS increase with decreasing specific growth rate in carbon- and energy-limited chemostat cultures and during the transition to stationary phase in batch culture [22,25]. This is the reason why RpoS was also called starvation or stationary phase sigma factor [63].

We compared the transcriptome of a Δ*rpoS* mutant to that of the wild-type strain under identical growth conditions in glucose-limited chemostat culture at a D of 0.3 h^-1^ (doubling time: 2.3 h). 

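For RpoS, the sigma factor of the general stress response, 3 arrays compared the Δ*rpoS* strain with the wild type, again as 3 biological replicates with mutant cDNA in Cy5. Here both strains grew at the same dilution rate. The 3 arrays carried 2934, 670 and 4601 values, so that replicate 2 held few probes and 3035 probes had the 2 values needed for the test. The array medians were 0.33, -0.20 and -0.51 on the log2 scale, with a mean of -0.13, so centring moved these values less than those of the Δ*cya* strain. In simulated data of this size limma's test found 10.4% of genes changed 3-fold and 71.6% of those changed 10-fold.

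The probe of *rpoS* itself had -1.40, -0.91 and -3.37 on the 3 arrays, a mean log2 ratio of -1.89 ± 1.30 (SD, n = 3) that did not pass the test (adjusted p = 0.314). Genes that fell include those of acid resistance, of the propionate operon and of DNA and iron protection, and genes of largely unknown function. Of the last kind *yeaG*, for a protein kinase, fell to a mean of -4.93 ± 1.10 on 2 arrays (adjusted p = 0.0345).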

Genes with significant differential expression ratio are listed in Table 2 and S1 Table (cut-off: 3-fold difference of expression signal). The number of affected genes was lower than in the case of cAMP, 100 genes were found to be affected by the absence of RpoS, of which 52 were down-regulated and 48 up-regulated. 

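By limma's test 19 probes fell and 0 rose in the Δ*rpoS* strain, with 302 probes at an unadjusted p under 0.05. After centring, 26 fell and 2 rose. A change of at least 3-fold with the methods' t-test at the paper's p of at most 0.2 held for 187 probes, 147 lower and 40 higher, and after centring for 213, 146 lower and 67 higher. The excess of falls depended on the setting. With the t-test on linear ratios 88 were lower and 68 higher, and by 3-fold alone 208 lower and 227 higher. The 3-fold criterion with the t-test gave 704 probes in the Δ*cya* strain. There limma's test called fewer probes than in the Δ*rpoS* strain as deposited, 11, and more after centring, 77. The limma calls depended on the shared estimate of spread. Without Δ*rpoS* replicate 2 or without Δ*cya* replicate 1 they fell to 0 and 0, and without Δ*cya* replicate 2 or 3 to 3 and 5. Without Δ*rpoS* replicate 3 there were 29. A fit of the Δ*rpoS* arrays alone gave 0, with 177 at an unadjusted p under 0.05. The 3-fold criterion gave 54 probes without Δ*rpoS* replicate 1 and 65 without replicate 3. Without these arrays only 670 and 568 probes could be tested, against 3035 with all of them.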

Among the genes down-regulated many (42 of 52) were reported to be RpoS-dependent in previous transcriptome studies carried out in batch culture [32,33,35–37]. However, only one out of the 48 up-regulated genes had been reported to be up-regulated in the absence of RpoS in an earlier transcriptome study under batch stationary phase conditions [36]. 

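Among the 40 probes higher in the Δ*rpoS* strain by 3-fold or more with the methods' t-test, 30 (75.0%) lay between 3-fold and 5-fold. Their median was 4.04-fold. After centring the numbers were 49 of 67 (73.1%). Among the 147 probes lower by these criteria, 69 (46.9%) lay between 3-fold and 5-fold, with a median of 5.15-fold. Of the probes higher in the Δ*cya* strain 409 of 586 (69.8%) lay in this range as deposited and 78 of 123 (63.4%) after centring. In the main limma fit none of the higher probes of the Δ*rpoS* strain passed the test as deposited. Among probes with values on all 3 arrays 3 of 35 calls were higher, and without Δ*rpoS* replicate 3 it was 5 of 29. The group of higher genes therefore stands mostly on the fold criterion.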

Interestingly, the major part of genes detected at higher transcription levels in the Δ*rpoS* strain had a low expression ratio (between 3 and 5), which may be explained by the loss of competition between σ^D^ and σ^S^, resulting in an enhanced transcription of σ^D^-dependent genes. RpoS competes with RpoD for free RNA-polymerases and the loss of RpoS has an impact on gene expression of genes transcribed by σ^D^ due to the fact that more RNA-polymerases are bound with σ^D^ [34,64–66]. Only few transport systems were more than 3-fold up-regulated in the Δ*rpoS* strain, e.g., the allose uptake system (*alsB*) and the idonate/gluconate uptake system (*idnT*). 

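The allose-binding protein gene *alsB* had a value on only 1 array of the Δ*rpoS* strain, a log2 ratio of 0.58, and was not tested. The idonate transporter gene *idnT* had a mean of 1.98 ± 1.94 (SD, n = 2). The paper's tables list 4 transport genes as higher in this strain. All 4 had a mean above 0 here, 2 reached 3-fold and 0 passed limma's test. These genes were chosen on the same arrays.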

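The transport genes that fell in the Δ*rpoS* strain serve the exchange of glutamate and the uptake of compounds that are mostly unknown. *xasA* fell to a mean log2 ratio of -5.90 ± 1.41 (SD, n = 3) (adjusted p = 0.0113), the lowest of all named probes. *ydcS*, the binding protein gene of a transporter with homology to polyamine systems, fell to -3.93 ± 1.39 (adjusted p = 0.0345). 4 further genes had values on 2 arrays and did not pass (adjusted p from 0.0789 to 0.133). *ydcU*, from the same operon as *ydcS*, had a mean of -4.30 ± 1.99 (SD, n = 2), and *ego* (now *lsrA*), of autoinducer 2 uptake, -3.77 ± 1.47. *hdeD*, for a membrane protein of the acid resistance island, was at -3.40 ± 0.53 and *yohC*, for an inner membrane protein, at -3.21 ± 0.30.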

Genes encoding components of transport systems were generally not down-regulated in the Δ*rpoS* strain, with the notable exceptions of *xasA*, which encodes an acid sensitive transport protein, *hdeD*, which has been suggested to be involved in acid stress resistance [67] and genes encoding ABC-type transporters of unknown specifity (*ydcS*, *ydcU*, *ego and yohC*). Some hypothetical genes (13) that were highly down-regulated in the Δ*rpoS* strain were also affected by cAMP, suggesting a co-regulation of the two global regulators.

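Of the genes of unknown function that the paper's tables list for both strains, 18 had values here. 13 were lower in both strains and 5 higher in both. For 15 of them the change could be compared between strains, with 2 at an unadjusted p under 0.05 and 0 after adjustment by limma. In simulated data the test of the difference between strains found 0% of genes changed 3-fold in 1 strain, and 32.7% (Δ*cya*) or 25.0% (Δ*rpoS*) of those changed 10-fold. These genes were chosen for their changes on these arrays, so their shared direction is not independent evidence. For *yjfO* and *ycdP* among them the paper's tables give opposite directions in the strains. Only *ygfJ* and *prpC* passed limma's test in both strains. *ygfJ* fell in the Δ*rpoS* strain to a mean log2 ratio of -3.35 ± 0.80 (SD, n = 3) (adjusted p = 0.0345). From the overlap the paper proposes that the 2 global regulators act together on such genes.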

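Few genes of central metabolism were lower in the Δ*rpoS* strain. *talA*, for the transaldolase isoenzyme of stationary phase, had a mean log2 ratio of -3.09 ± 1.45 (SD, n = 3) and *fbaB*, for an aldolase of gluconeogenesis, -3.47 ± 3.09 (SD, n = 3) (adjusted p = 0.0822 and 0.282). In the list of the pentose phosphate pathway 0 of 8 genes fell (1 when adjusted over the list alone), and 3 lay below 0. Of 12 genes of glycolysis 0 fell (0 when adjusted over the list alone), and 6 lay below 0. The paper's tables list 9 genes of carbon and energy metabolism as lower. 8 had values, all at least 3-fold lower, and 2 of them fell by limma's test, both from the propionate operon.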

Lack of RpoS reduced the transcription of only few metabolic genes, these are involved in propionate metabolism, the pentose phosphate pathway, glycolysis and biotin synthesis (Table 2). Surprisingly, the entire propionate operon (*prpBCDE*) was strongly down-regulated in the Δ*rpoS* strain, which confirms a previous transcriptome study [33]. In contrast to the Δ*cya* strain where genes encoding components of the TCA cycle were generally down-regulated, aconitate hydrase B (*acnB*), fumarate reductase (*frdB*) and succinate dehydrogenase (*sdhD*) were up-regulated in the Δ*rpoS* strain, which is in agreement with the reported down-regulation of *sdhD* at high RpoS levels [68].

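Propionate is broken down through the methylcitrate cycle, whose enzymes are made from the *prpBCDE* operon. *prpC* fell to a mean log2 ratio of -4.45 ± 1.35 (SD, n = 3) (adjusted p = 0.0322) and *prpB* to -3.95 ± 1.16 (adjusted p = 0.0355). *prpD*, with -3.03 ± 2.47, and *prpE*, with -2.54 ± 0.18 on 2 arrays, did not pass (adjusted p = 0.279 and 0.213). All 4 genes were lower when adjusted over the list alone, and the operon fell by camera's test (adjusted p = 6.3e-04, and adjusted p = 0.251 with an estimated correlation).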

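The genes of the TCA cycle, which oxidises acetyl-CoA for respiration, lay on the whole higher in the Δ*rpoS* strain. The list rose by camera's test (adjusted p = 0.0130), but not with an estimated correlation (adjusted p = 0.651), in fry (adjusted p = 0.139) or on the strain's own arrays, a test chosen after seeing the data (adjusted p = 0.0579, and adjusted p = 0.956 with an estimated correlation). 13 of its 16 genes had a mean above 0, although 0 passed limma's test, also when adjusted over the list alone. *acnB* had a mean log2 ratio of 2.68 ± 1.19 (SD, n = 2), *sdhD* 2.07 ± 0.82 and *frdB*, for the fumarate reductase of anaerobic growth, 1.73 ± 0.70, each from 2 arrays (adjusted p = 0.211, 0.327 and 0.415).

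**Figure D2:**
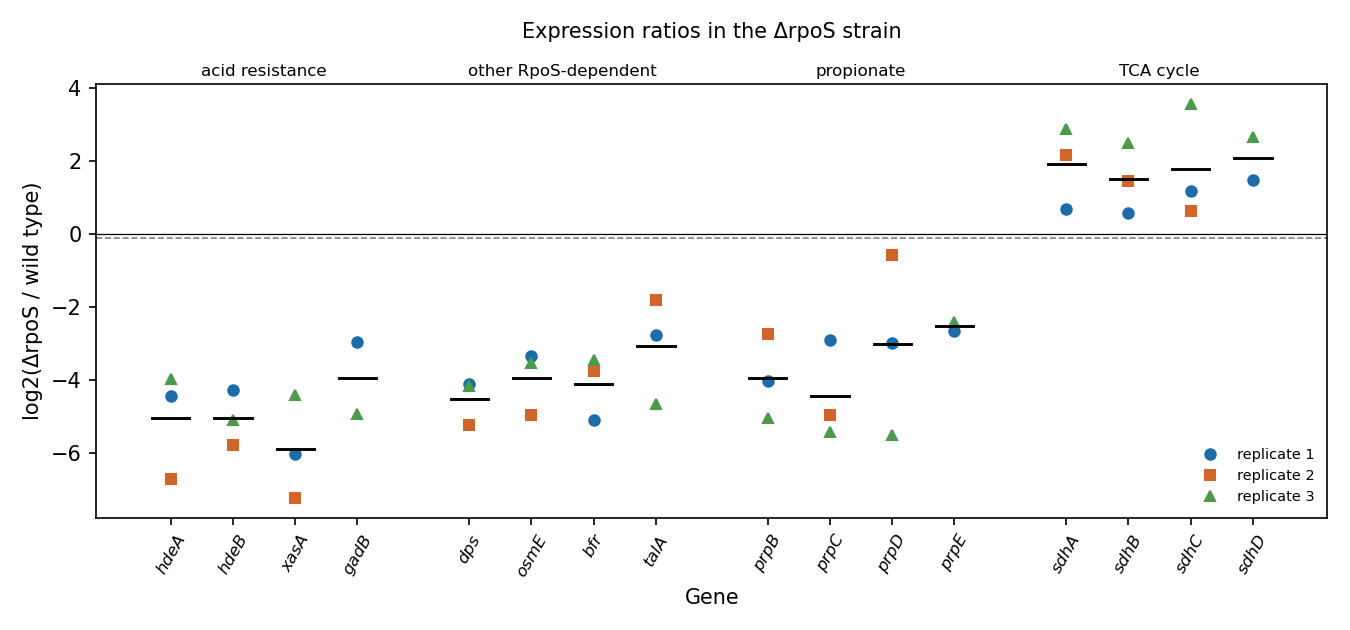
Log2 ratio of the Δ*rpoS* strain over the wild type for single genes, 1 point per array, with a black bar at the mean of the arrays that measured the gene. The solid line marks no change and the dashed line the mean of the 3 array medians, -0.13. Genes of acid resistance, other RpoS-dependent genes and the propionate operon have means below both lines, and *sdhA*, *sdhB*, *sdhC* and *sdhD* have means above both.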

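Among the systems that fetch and break down alternative substrates, genes of the propionate operon and *ydcS* fell in the Δ*rpoS* strain. In the lists of phosphotransferase uptake, of maltose, galactitol and ribose use, of other alternative sugars, of amino acid and peptide uptake and of glyoxylate, glycolate and acetate use, 0 genes passed limma's test, and no list passed camera where enough probes allowed it (adjusted p from 0.670 to 0.891) or fry (adjusted p from 0.315 to 0.929). Adjusted over the list alone, 0 of their genes were lower and 0 higher. In the lists of autoinducer 2 uptake and of glycerol use, which camera could not test, 7 of 7 and 6 of 8 genes lay below 0 and 0 passed limma's test. Of 22 genes of periplasmic binding proteins 10 lay below 0 (median 0.14, camera adjusted p = 0.882). The maltoporin gene *lamB* had a mean log2 ratio of -0.50 ± 0.91 (SD, n = 3) and the aldolase gene *gatZ* -1.18 ± 0.76 (SD, n = 3). The paper's tables list 6 transport genes as lower, 2 of which fell here.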

In general, the Δ*rpoS* mutation had no negative effect on the transcription of the majority of transport systems and catabolic enzymes under glucose-limited growth conditions, excluding RpoS as important global regulator for the adaptation of *E*. *coli* to a restricted supply of carbon and energy sources.

The transciptome data recorded for the Δ*rpoS* strain matched results of the physiological characterization. The slight up-regulation of genes involved in the citric acid cycle by the loss of RpoS was in agreement with the slightly improved _max,Glc_ in glucose-excess batch cultures (Table 1). The limited effect of the absence of RpoS on the transcription of catabolic genes for alternative carbon substrates coincided with the results from BIOLOG respiration assays for glucose-limited growing Δ*rpoS* cells, which were to a large extent similar to wild-type cells grown under the same conditions (Figs 2 and 3). Exceptions were trehalose, mannitol, sorbitol and D-malate, which were oxidized at high rates by wild-type cells, but were either not oxidized or utilized only at reduced rates by the Δ*rpoS* mutant (Fig 2). The number of catabolic pathways expressed by the Δ*rpoS* strain in carbon-limited chemostat cultures with modified LB medium was considerably larger than that found in Δ*cya* cultures, although the capacity to oxidise many substrates was negatively affected, e.g., for D-sorbitol, L-alanine, L-alanyl-L-glutamine, gluconate and fumarate (Fig 3). For the Δ*rpoS* strain the spectrum of growth-sustaining organic substrates assessed on BIOLOG plates was almost identical to that of the wild-type strain (Fig 3), indicating that most uptake systems and catabolic enzymes can be expressed properly in the absence of functional RpoS.

Contrary to the observed negative effect of the Δ*cya* mutation on the expression of high-affinity binding proteins in response to carbon and energy limitation, loss of functional RpoS had no such effect (Fig 1). Also in contrast to the Δ*cya* and Δ*crp* mutants, the RpoS knock-out strain exhibited a similar or even increased fitness under carbon-limited growth conditions compared to the wild-type strain. Maximal specific growth rate (μ_max_), affinity for glucose (K_s,Glc_) and growth yields of the Δ*rpoS* strain were either similar or enhanced, both when growing in glucose mineral medium and in complex medium (Table 1 and Table 3, Fig 4). The observed improved affinity for glucose is in agreement with previous reports on positive effects of *rpoS* mutations on high-affinity transport of glucose in glucose-limited chemostat cultures [31,69,70].

### Effect of cAMP and RpoS on expression of stress defence genes under carbon- and energy-limited conditions

RpoS is known to play a crucial role in the response of *E*. *coli* to adverse physico-chemical conditions such as acidic pH, high osmolarity, changes in temperature and more, offering an explanation for the increased stress tolerance of stationary phase cells [63]. Here we discuss the observed differences in the transcriptomes between wild-type *E*. *coli* K12 MG1655, and RpoS- and cAMP/CRP-deficient isogenic mutants under balanced (steady-state) growth conditions (glucose-limited continuous cultures), and compare the results to those reported in the literature.

Surprisingly, only few stress defence genes (6) were found to be significantly negatively affected in cells of the Δ*rpoS* mutant strain during slow growth in glucose-limited chemostat culture (Table in S1 Table). 

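Genes known from the literature to depend on RpoS fell as a group in the Δ*rpoS* strain, and this held with an estimated correlation between genes (camera adjusted p = 1.5e-17, and adjusted p = 0.0236 with an estimated correlation). Camera used the 23 probes of the list with values on all 6 arrays. In a test chosen after seeing the data, on probes with values on the 3 Δ*rpoS* arrays, the fall of the list was lost with an estimated correlation (adjusted p = 0.161). Of 43 tested genes of this list 10 fell over all genes, 26 when adjusted over the list alone. 36 had a mean below 0. Those that fell include genes of acid resistance and of osmotic stress. In the category of stress response the paper's tables list 6 genes as lower, of which 6 had values, 5 reached 3-fold and 4 fell by limma's test. These were chosen on the same arrays. The same list of RpoS-dependent genes fell in the Δ*cya* strain by camera on 23 probes (adjusted p = 0.0162, and adjusted p = 0.395 with an estimated correlation). There 0 of 53 genes passed alone and 8 were lower when adjusted over the list alone.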

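*E. coli* survives strong acid by decarboxylating glutamate and by periplasmic chaperones. The chaperone genes *hdeA* and *hdeB* fell in the Δ*rpoS* strain to mean log2 ratios of -5.06 ± 1.46 (SD, n = 3) and -5.06 ± 0.76 (adjusted p = 0.0267 and 0.0113). *yhiE* (now *gadE*), for the activator of this system, fell to -3.97 ± 0.18 on 2 arrays (adjusted p = 0.0345). The decarboxylase gene *gadB* had a mean of -3.96 ± 1.41 on 2 arrays (adjusted p = 0.0822, and 0.0283 after centring). Of 12 genes of the acid resistance list 4 fell, 7 when adjusted over the list alone. Camera used the 4 members with values on all 6 arrays, without *yhiE* and *gadB* (adjusted p = 1.1e-05, and adjusted p = 0.133 with an estimated correlation). On the Δ*cya* arrays 0 of 12 fell, and *gadB* was at 0.15 ± 0.58, or -0.61 relative to the array medians.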

Genes involved in acid resistance were affected, e.g. *gadB* encoding the glutamate decarboxylase isozyme and two periplasmic proteins located in the same operon (*hdeA* and *hdeB*). This down-regulation of genes involved in acid resistance is in agreement with transcriptome data obtained with a Δ*rpoS* strain in batch culture [33,36,37]. 

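*osmE* codes for a lipoprotein made at high osmolarity and *bfr* for the iron-storing bacterioferritin. For the Δ*rpoS* strain they fell to mean log2 ratios of -3.95 ± 0.89 (SD, n = 3) and -4.12 ± 0.88 (adjusted p = 0.0345 and 0.0321). In the Δ*cya* strain *osmE* had a mean of -2.95 ± 0.89 and *bfr* -1.80 ± 0.79 (adjusted p = 0.0785 and 0.169), and *osmE* passed there after centring (adjusted p = 0.0119). The means differed between strains by 1.00 for *osmE* and by 2.32 for *bfr*, with adjusted p of 0.579 and 0.502 for the difference.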

Two additional genes down-regulated in the Δ*rpoS* strain in our experiments are known to belong to the σ^S^-regulon (OsmE, a stress inducible lipoprotein, and Bfr, a bacterioferrin). However, both genes were also down-regulated in the absence of cAMP, although the effect of cAMP on *bfr* expression was less pronounced than that of RpoS (Table in S1 Table). Furthermore, the RpoS-dependent gene *marC*, involved in antibiotic resistance, was highly down-regulated and not affected significantly by cAMP. In contrast, genes necessary for resistance against antibiotics (*fsr* and *creD*) and phages (*dcrB* and *pspE*) were affected by both cAMP and RpoS.

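*marC*, for an inner membrane protein whose exact role is unknown, scattered widely between arrays in both strains. Without RpoS, 2 arrays gave log2 ratios of 1.11 and -1.32, with a mean of -0.10 ± 1.72 (SD, n = 2) (adjusted p = 0.994). For the Δ*cya* strain its 3 values were 2.44, -3.43 and 0.90 (mean -0.03 ± 3.04, adjusted p = 0.987).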

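*fsr* codes for a fosmidomycin efflux protein, *creD* for an inner membrane protein linked to colicin tolerance, *dcrB* for a lipoprotein needed for phage infection and *pspE* for a thiosulfate sulfurtransferase. In cells lacking cAMP, *fsr* and *pspE* had mean log2 ratios of 2.32 ± 0.52 (SD, n = 3) and -1.56 ± 0.72. On 2 arrays *creD* had a mean of 2.70 ± 0.55 and *dcrB* 1.04 ± 0.29. None of them passed limma's test (adjusted p from 0.147 to 0.335). On the Δ*rpoS* arrays *pspE* had a mean of 0.81 ± 0.49 (adjusted p = 0.647). The other 3 had 1 value each, 0.76 for *fsr*, -0.25 for *creD* and 0.79 for *dcrB*, and were not tested there.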

Cyclic AMP was observed to regulate transcription of cold shock proteins in different ways. 

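Cold shock proteins are small RNA chaperones, several of which act at other times than after a fall in temperature. Without cAMP, *cspD*, whose product inhibits DNA replication in stationary phase, had a mean log2 ratio of -3.26 ± 1.02 (SD, n = 3), *cspC* -1.51 ± 0.57 and *cspF* 3.39 ± 0.93 (adjusted p = 0.0641, 0.198 and 0.0641). Relative to the array medians *cspD* fell (adjusted p = 0.0129), whereas *cspF* lay at 2.63 (adjusted p = 0.0873). In the whole family 4 of 9 genes lay below 0 and 5 above, and camera's adjusted p was 0.846.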

While mRNA levels of CspD and CspC were reduced in the Δ*cya* strain, transcription of CspF was up-regulated; this result is in agreement with a previous report [38]. Also one enzyme necessary for DNA repair (*umuC*) was found to be up-regulated in the absence of cAMP, which is in agreement with a previous study [39].

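*umuC*, for the subunit of an error-prone DNA polymerase, had a mean log2 ratio of 3.40 ± 1.12 (SD, n = 2) in the Δ*cya* strain (adjusted p = 0.169). In the list of the SOS response to DNA damage 0 of 14 genes passed limma's test (0 higher when adjusted over the list alone), and 11 lay above the array medians.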

Unexpectedly, genes encoding two universal stress proteins, UspA and UspB, were down-regulated in the Δ*cya* strain but not in the Δ*rpoS* strain, suggesting the existence of a stress regulon under the control of cAMP-CRP. 

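Universal stress proteins accumulate when growth stops for many different reasons. On the Δ*cya* arrays *uspA* and *uspB* had mean log2 ratios of -1.49 ± 0.74 (SD, n = 3) and -1.42 ± 0.91 (adjusted p = 0.183 and 0.293). In the Δ*rpoS* strain *uspA* lay at 0.03 ± 0.60 on 2 arrays and *uspB* at -1.58 ± 2.32 on 3 (adjusted p = 0.994 and 0.593). The means differed by -1.52 for *uspA* and 0.17 for *uspB* (adjusted p for the difference = 0.502 and 0.966). Of the 7 genes of the family 0 fell in the Δ*cya* strain (0 when adjusted over the list alone).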

The expression of *uspB* was previously reported to be under the RpoS-regulon in some studies [33,37], while others could not find any difference in the expression of this gene under similar conditions [32,35,36]. These results challenge the assumed dominant role of RpoS for the survival of *E*. *coli* under different stress conditions and suggest that also the cAMP-CRP regulon might contribute significantly to stress resistance. Nevertheless, RpoS might influence the cellular levels of UspA and UspB by controlling the expression of other genes that control translation, folding and stability of these stress-defence proteins.

Activity of heat-stable hydroperoxidase II, encoded by *katE*, was suggested to be an indicator for RpoS-dependent gene expression [25,69]. 

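The catalase gene *katE* had log2 ratios of 1.05, 4.45 and -2.77 on the 3 arrays of the Δ*rpoS* strain, which gives a mean of 0.91 ± 3.61 (SD, n = 3) (adjusted p = 0.827). With values on both sides of 0 the arrays leave the direction open.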

Although the negative effect of the Δ*rpoS* mutation on hydroperoxidase II activity was again observed in our study in carbon- and energy-limited chemostat cultures (in both glucose mineral and LB medium, Table 1), DNA microarray data gave no indication of significantly decreased transcription of *kat*E (Table 3). The lacking negative effect of the *rpoS* knock-out mutation on the transcriptional level is in agreement with the results of other studies [32,33,35,36]. Possibly, RpoS exerts an indirect effect on the stability on KatE activity, e.g. by controlling the expression of genes that affect either translation, folding, activity or half-life of KatE. 

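In the Δ*cya* strain *katE* had a mean log2 ratio of 0.70 ± 0.21 (SD, n = 3) as deposited and of -0.07 relative to the array medians, where the sign turns (adjusted p = 0.675 and 0.980).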

Expression of this gene was also not regulated by cAMP. Neither the transcription level of *katE* nor hydroperoxidase II activity was affected in the Δ*cya* and Δ*crp* strains (Table 1 and Table 3).

### Effect of cAMP and RpoS on expression of biosynthetic genes under carbon- and energy-limited conditions

The effect of either Δ*cya* or Δ*rpoS* global regulatory mutations on the expression of biosynthetic pathways was limited; only few of these genes were down-regulated in the absence of one or the other of the two global regulators (Table in S1 Table).

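The lists of pathways that make amino acids and nucleotides did not pass camera in either strain, and some passed fry, which asks only whether the genes of a list move one way. For branched-chain and aromatic amino acids 0 of 26 tested genes fell in the Δ*cya* strain and 0 of 19 in the Δ*rpoS* strain (camera adjusted p = 0.570 and 0.761). The list was lower in fry in the Δ*cya* strain (adjusted p = 0.0412) and did not pass it in the Δ*rpoS* strain (adjusted p = 0.929). The genes of purine and pyrimidine synthesis lay mostly higher. 21 of 22 were above 0 in the Δ*cya* strain, 16 above the array medians and 11 at least 3-fold higher. In cells lacking RpoS, 13 of 17 were above 0 and 3 at least 3-fold higher. 0 of them passed limma's test in either strain (camera adjusted p = 0.123 and 0.310), and the list was higher in fry in both (adjusted p = 0.0192 and 0.0368). The paper's tables list 4 genes of amino acid biosynthesis as lower in the Δ*cya* strain, 3 of them at least 3-fold lower here, and 4 of protein processing, 3 of them at least 3-fold lower. 0 of these passed limma's test, and 3 after centring. They were chosen on the same arrays.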

An exception was the gene *rpsV*, coding for a stationary-phase ribosome-associated protein that might control protein synthesis and prevent mistranslation occurring in stationary phase [71]. This gene was activated in an RpoS-dependent manner in glucose-limited continuous culture, whereas the absence of cAMP led to a strong down-regulation (Table in S1 Table).

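*rpsV* (now *sra*) codes for a small protein bound to ribosomes in stationary phase. It fell in the Δ*rpoS* strain to a mean log2 ratio of -4.02 ± 1.37 (SD, n = 3) (adjusted p = 0.0345). In the Δ*cya* strain its mean was -2.75 ± 0.40 (adjusted p = 0.113, and 0.0309 after centring). The means differed between strains by 1.27 (adjusted p for the difference = 0.531).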

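*rpmJ*, for ribosomal protein L36, had a mean log2 ratio of -1.36 ± 0.34 (SD, n = 3) in the Δ*cya* strain (adjusted p = 0.188). Among 54 genes of ribosomal proteins 0 fell (0 when adjusted over the list alone), 28 lay below 0 and 45 below the array medians. In camera, on 42 probes with values on all 6 arrays, the list lay on the higher side without passing (adjusted p = 0.181). On 52 probes with values on the strain's own arrays, a test chosen after seeing the data, it was lower (adjusted p = 0.0102, and adjusted p = 0.751 with an estimated correlation). Camera sets a list against the other probes, and these differed between the tests. The median of the list itself was -0.04 in the first and -0.01 in the second. Its direction relative to other probes therefore depended on which probes were compared.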

Transcription of a gene encoding another ribosomal protein, RpmJ, was also down-regulated in the Δ*cya* strain; *rpmJ* belongs to the spc operon encoding 11 ribosomal proteins [72]. Furthermore, in the absence of cAMP mRNA levels of SecY were also reduced; this protein is a component of the type II secretory pathway for proteins [73] and plays an important role in the secretion of binding proteins to the periplasm [74]. This result is consistent with the observed reduced expression of most genes encoding periplasmic binding proteins in the absence of cAMP (Fig 1, Table 2); presumably expression and secretion are tightly coordinated.

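*secY*, for the channel subunit of protein export, had a mean log2 ratio of -1.10 ± 0.39 (SD, n = 3) in the Δ*cya* strain (adjusted p = 0.203), which is -1.86 relative to the array medians. In the list of protein secretion 3 of 12 genes lay below 0 and 5 below the array medians, and 0 fell (0 when adjusted over the list alone).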

Furthermore, cAMP seems to be involved in the regulation of the biosynthesis of histidine, as both *hisG* and *hisC* were down-regulated in the Δ*cya* strain.

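*hisG* codes for the enzyme that opens histidine synthesis and *hisC* for an aminotransferase of the same operon. For the Δ*cya* strain they had mean log2 ratios of -1.50 ± 0.23 (SD, n = 3) and -1.66 ± 0.78 (adjusted p = 0.174 and 0.169), and *hisC* passed after centring (adjusted p = 0.0408). Of the 8 tested genes of the operon 6 lay below 0, 0 were lower when adjusted over the list alone and the list did not pass camera (adjusted p = 0.236). It fell in fry (adjusted p = 0.0342) and on the strain's own arrays, a test chosen after seeing the data (adjusted p = 0.00568, and adjusted p = 0.495 with an estimated correlation).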

A heterogeneous pattern was observed for transcription of genes encoding enzymes involved in nucleotide biosynthesis. 

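Deoxyribonucleosides are broken down by the enzymes of the *deo* operon. *deoC*, for the aldolase, had a mean log2 ratio of -1.44 ± 1.12 (SD, n = 3) in the Δ*cya* strain (adjusted p = 0.201), and of -0.33 ± 0.66 on 2 arrays of the Δ*rpoS* strain (adjusted p = 0.925). Of the 4 tested genes of this list 2 lay below 0 in the Δ*cya* strain and 0 fell (0 when adjusted over the list alone). Of 4 genes of nucleotide biosynthesis that the paper's tables list as higher in the Δ*cya* strain, 3 had a mean above 0 here.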

Whereas several genes were transcribed at higher levels in both mutants (Table in S1 Table), transcription of 2-deoxyribose-5-phosphate aldolase (DeoC) was down-regulated in the absence of cAMP. *deoC* is member of the *deoCABD* operon, which is predicted to be regulated by cAMP [53]. Interestingly, *deoD*, a member of this operon, was reported in other studies to be not only cAMP—but also RpoS-dependent [35,38].

### Effect of cAMP and RpoS knock-out mutations on transcription of regulatory proteins

Global regulators often act via regulatory cascades by affecting the expression of other regulatory proteins that are specific for particular operons. In this sense, when grown in glucose-limited chemostat culture the two *E*. *coli* strains studied, carrying either a Δ*cya* or a Δ*rpoS* mutation, were affected in the transcription of 31 regulatory genes (Table in S1 Table). In this group of genes, the majority of those affected more than 3-fold were down-regulated in the absence of cAMP (23 out of 26), whereas 9 out of 13 were up-regulated when cells were lacking RpoS.

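In the Δ*cya* strain the paper's tables list 21 regulatory genes as lower and 4 as higher. Of the lower ones 19 had values, 18 a mean below 0 and 13 a change of 3-fold or more. 0 fell by limma's test as deposited and 8 after centring. Without RpoS, 4 regulatory genes are listed as lower, 2 of which fell by limma's test, and 9 as higher, 5 of which reached 3-fold here. 0 of them passed. All of these genes were chosen on the same arrays.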

In the Δ*cya* strain, the genes down-regulated code for regulators controlling the transcription of operons and genes with functions ascribed to metabolic pathways, cell structures, DNA structure, DNA modification, sigma factors, sensor proteins, stress regulation and DNA-binding proteins. Only 4 such genes were down-regulated in the Δ*rpoS* strain and they are considered to be responsible for the regulation of functions assigned to cell structure and stress responses. Genes found to be up-regulated (9) are known to be involved in the regulation of proteins used in different functions, such as RNA modification, the *glc* operon for sugar transport, cell structure and sensory proteins.

Transcription of the four genes down-regulated in the Δ*rpoS* strain was also affected in the strain lacking cAMP; whereas *bolA* and *csrA* were down-regulated to comparable levels, *yiaG* and *dps* were considerably more affected by the lack of RpoS. 

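For *bolA* and *csrA* the mean log2 ratios were close to each other in the 2 strains. *bolA* had -2.40 ± 0.20 (SD, n = 3) in the Δ*cya* strain and -2.65 ± 1.27 in the Δ*rpoS* strain, a difference of 0.25. *csrA* had -2.54 ± 0.88 and -2.90 ± 1.37, a difference of 0.36. Neither passed limma's test in either strain (adjusted p from 0.116 to 0.140), and *bolA* passed in the Δ*cya* strain after centring (adjusted p = 0.0360). *yiaG* and *dps* fell in the Δ*rpoS* strain, to -5.82 ± 1.71 and -4.52 ± 0.64 (adjusted p = 0.0196 and 0.0113). In cells lacking cAMP, *yiaG* had a mean of -1.76 ± 0.64 (adjusted p = 0.188). The difference between the strains was 4.06 for *yiaG* and 2.32 for *dps*, which did not pass after adjustment over all genes (adjusted p = 0.332 and 0.497). In simulated data the test of the difference between strains found 0% of genes changed 3-fold in 1 strain, and 32.7% (Δ*cya*) or 25.0% (Δ*rpoS*) of those changed 10-fold.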

BolA, the transcription of which is reported to be under the control of σ^S^ [75], regulates the morphology of cells [76] and seems to be involved in biofilm formation [77]. CsrA is a regulator of carbohydrate metabolism and affects glycogen degradation [78], glycogen biosynthesis, gluconeogenesis, and glycolysis [79,80]. CsrA has also a regulatory role in biofilm formation [81], and also plays a role in motility via post-transcriptional activation of the expression of the *flhDC* flagellar regulatory genes [82]. YiaG is a putative transcriptional regulator and was also found to be down-regulated in an Δ*rpoS* mutant in batch culture [35–37].

Interestingly, transcription of the *dps* gene was reduced in both mutant strains. 

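*dps*, for a protein that coats and protects DNA, had a mean log2 ratio of -2.20 ± 0.32 (SD, n = 3) in the Δ*cya* strain. It did not pass the test there as deposited (adjusted p = 0.112) and passed after centring (adjusted p = 0.0201). It was below 0 on all 6 arrays of both strains.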

Dps is an abundant protein in stationary phase cells and is involved in stress response [83], its main function is assumed to be the chelation of intracellular iron in order to prevent DNA damage [84]. Dps expression was reported to be regulated by RpoS and repressed by cAMP-CRP [85], which is in contrast to our results. The repression observed earlier in a Δ*crp* strain was suggested to occur indirectly and it was speculated that this de-repression was caused by an up-regulation of RpoS [86]. In our experiments we did not observe an up-regulation of RpoS in the Δ*cya* mutant and, therefore, the mechanism proposed by Joeng and colleagues [86] is unlikely. 

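For the Δ*cya* strain the *rpoS* transcript had a mean log2 ratio of 0.00 ± 0.30 (SD, n = 3) (adjusted p = 0.997), which is -0.76 relative to the array medians (adjusted p = 0.460). From the absence of a rise in *rpoS* the paper calls an effect of more RpoS on *dps* unlikely.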

We assume that either other regulatory proteins or additional factors are involved in the regulation of *dps* as recently proposed [87,88].

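RpoE directs the response to damage of the cell envelope and is held inactive by RseA, whose gene lies in the same operon. Without cAMP, *rpoE* had a mean log2 ratio of -1.75 ± 0.52 (SD, n = 3) and *rseA* -2.45 ± 0.60 (adjusted p = 0.169 and 0.113). Both passed after centring (adjusted p = 0.0396 and 0.0157). In the list of *rpoE*, its regulators and its target genes 0 of 10 genes fell (2 when adjusted over the list alone), 6 lay below 0 and the list did not pass camera (adjusted p = 0.181). It fell in fry (adjusted p = 0.00744) and on the strain's own arrays, a test chosen after seeing the data (adjusted p = 0.00471, and adjusted p = 0.335 with an estimated correlation).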

Surprisingly, the lack of cAMP affected transcription of one sigma factor, RpoE, which encodes a sigma factor involved in the response to heat shock and envelope stress [89], and its negative regulatory protein (*rseA*). Activity of RpoE is increased upon the entry into the stationary phase and it has been reported to be negatively regulated by RseA and positively by ppGpp [90]. The down-regulation of RpoE strongly suggests that in the absence of cAMP the strain might not survive when exposed to different stresses such as heat shock and envelope stress. This observation might be related to the fact that the combined volume of the outer membrane and the periplasm of strains lacking CRP is larger than that of wild-type strains [91].

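*sfsA*, for a DNA-binding protein linked to the use of maltose, had a mean log2 ratio of -2.02 ± 0.47 (SD, n = 3) in the Δ*cya* strain (adjusted p = 0.113, and 0.0164 after centring). No probe on these arrays carried the name of the galactitol repressor gene *gatR* or of *yehH*.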

Regulatory proteins of several catabolic operons were also down-regulated in the Δ*cya* strain, e.g., SfsA controlling genes for maltose utilization, the repressor for galactitol utilization (GatR), and YehH which regulates molybdate metabolism. 

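H-NS and HU fold the chromosome, and HU is built from the products of *hupA* and *hupB*. Each of the 3 genes had 2 probes, which gave close values in the Δ*cya* strain. The mean log2 ratios were -1.53 ± 0.23 (SD, n = 3) and -1.46 ± 0.16 for *hns*, -2.34 ± 0.40 and -2.27 ± 0.36 for *hupB*, and -0.60 ± 0.90 and -0.56 ± 0.28 for *hupA*. None passed limma's test as deposited (adjusted p from 0.0905 to 0.462), and both *hupB* probes passed after centring (adjusted p = 0.0239 and 0.0367). Among 8 genes of nucleoid proteins 5 lay below 0, and the list did not pass camera (adjusted p = 0.166). It fell in fry (adjusted p = 0.00833) and on the strain's own arrays, a test chosen after seeing the data (adjusted p = 0.00696, and adjusted p = 0.327 with an estimated correlation).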

Transcription of genes encoding DNA-binding proteins H-NS and HU was also reduced. Interestingly, the mRNA levels of the *soxS* gene, coding for a regulatory protein involved in the response to oxidative stress, were found to be up-regulated in both mutants.

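*soxS*, for the activator of the superoxide response, had a mean log2 ratio of 2.94 ± 0.60 (SD, n = 3) in the Δ*cya* strain and 2.47 ± 0.74 on 2 arrays of the Δ*rpoS* strain (adjusted p = 0.0785 and 0.217). In the list of oxidative stress genes 9 of 14 lay above 0 in the Δ*cya* strain, 6 of them above the array medians. On the Δ*rpoS* arrays 11 of 11 lay above 0. 0 passed limma's test in either strain.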

### Effect of cAMP and RpoS knock-out mutations on other cellular functions

In addition to the observed effects of the absence of cAMP and RpoS on catabolic functions and stress defence, few other cellular functions were affected in cells growing in glucose-limited chemostat culture at a dilution rate corresponding to half μ_max_.

In the Δ*cya* strain a variety of genes necessary for the synthesis of structural elements were down-regulated, e.g. genes coding for lipoproteins (*ybjP*, *lpp*, *nlpD* and *blc*), flagellum (*flgD*, belonging to class II), membrane biosynthesis enzymes (*ddpX*, *wbbL*, *yfcX* and *pssA*) and a putative sporulation protein (*ycgB*). 

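These genes were all below 0 on average in the Δ*cya* strain, by amounts close to each other. The lipoprotein genes *nlpD*, *ybjP* and *blc* had mean log2 ratios of -1.47 ± 0.16 (SD, n = 3), -1.65 ± 0.96 and -1.59 ± 0.70. *flgD*, for the cap of the flagellar hook, was at -1.71 ± 0.87. *ddpX*, for a dipeptidase acting on D-alanyl-D-alanine, *yfcX* (now *fadJ*), of fatty acid breakdown, and *pssA*, for phosphatidylserine synthase, were at -1.66 ± 0.78, -1.87 ± 0.37 and -1.84 ± 0.81, and *ycgB* at -2.31 ± 0.67. None passed limma's test as deposited (adjusted p from 0.138 to 0.218), and *ycgB* passed after centring (adjusted p = 0.0222). No probe carried the name *wbbL*.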

Important is the finding that the major lipoprotein Lpp was down-regulated in the Δ*cya* strain, this lipoprotein is necessary for the stabilization and integrity of the bacterial cell envelope [92]. These unexpected and so far unknown results strongly suggest that in the absence of cAMP the cellular envelope is affected by the down-regulation of many genes and, hence, enzymes involved in the synthesis of membrane components, resulting in a weak incorporation of transporters and a, consequently, a poor functioning of the cell membrane.

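*lpp*, for the lipoprotein that ties the outer membrane to the cell wall, had a mean log2 ratio of -1.98 ± 0.21 (SD, n = 3) in the Δ*cya* strain, with little spread between the 3 arrays (adjusted p = 0.123, and 0.0289 after centring).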

In the absence of cAMP some genes were up-regulated; these genes are involved in membrane biosynthesis (*sfa*), one putative lipoprotein (*yehR*) and fimbrial proteins (*ycbQ* and genes encoded by the *fimAICDFGH* operon). 

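Type 1 fimbriae, the surface threads by which cells hold on to mannose residues, lay higher in the Δ*cya* strain. All 8 tested genes of this list lay above the array medians. 0 of 8 passed limma's test, 5 when adjusted over the list alone. *fimG* had a mean log2 ratio of 2.84 ± 0.30 (SD, n = 3), *fimH* 2.09 ± 1.48 and the main subunit gene *fimA* 1.88 ± 0.42. On 2 arrays *fimI* gave 3.60 ± 1.62, *fimC* 2.30 ± 0.19 and *fimF* 2.12 ± 1.21. The 2 probes of *fimD* had 1 value each, 2.54 and 0.11. *ycbQ* (now *elfA*), of another fimbrial operon, had 4.66 ± 2.19 (SD, n = 2), *yehR* 3.33 ± 1.65 and *sfa* (now *ymcE*) 2.78 ± 1.43. Adjusted p ran from 0.140 to 0.234 over these genes.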

The up-regulation of genes involved in motility in the absence of the cAMP-CRP complex was also reported in other studies performed with *E*. *coli* [38] and *V*. *cholerae* [58]. Interestingly, *ycbQ* and members of the *fimAICDFGH* operon were also up-regulated in the Δ*rpoS* strain, which is in agreement with a previous observation [33]. 

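In the Δ*rpoS* strain *ycbQ* had a mean log2 ratio of 2.48 ± 2.17 (SD, n = 2), and the fimbrial genes did not all lie on one side. *fimG* had 3.47 ± 2.88, *fimA* 1.50 ± 1.69 and *fimI* 0.44 ± 0.64, whereas *fimF* lay at -0.11 ± 2.49 and *fimH* at -1.71 ± 0.21. *fimC* had 1 value, 0.69. The 2 probes of *fimD* gave 0.89 ± 0.83 on 2 arrays and -2.95 on 1. None passed limma's test (adjusted p from 0.282 to 0.990). Of the list's 7 tested genes 4 lay above 0.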

The latter operon encodes fimbriae of type 1 pili that are mannose-sensitive [93], these pili can bind to mannose residues to colonize surfaces.

Structural genes were less affected in the Δ*rpoS* strain. 

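*ycgB*, whose product resembles a sporulation protein, fell in the Δ*rpoS* strain to a mean log2 ratio of -4.47 ± 0.94 (SD, n = 2) (adjusted p = 0.0425). The outer membrane lipocalin gene *blc* had a mean of -2.48 ± 1.31 on 3 arrays (adjusted p = 0.199). *kdsA*, of lipopolysaccharide core synthesis, was at 1.43 ± 0.13 on 2 arrays (adjusted p = 0.489). *uppS* (now *ispU*) and *rfe* (now *wecA*) had 1 value each, 1.22 and 0.75, and were not tested.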

Genes for membrane biosynthesis (*kdsA*) and cell surface antigens (*uppS* and *rfe*) were up-regulated while only two genes were found to be down-regulated, *ycgB* and *blc*. The *ycgB* gene is also regulated by RpoS in *Salmonella enterica* serovar Typhimurium [94] and was reported to be under the control of RpoS in other transcriptome studies with *E*. *coli* [36,37]. Consistent with the down-regulation observed for the Δ*cya* strain in this study, the *ycgB* gene contains a predicted cAMP-CRP binding site in its promoter region [53]. In agreement with our transcriptome results for the Δ*rpoS* strain, transcription of the *blc* gene is induced at the beginning of the stationary phase in wild-type *E*. *coli* [95]. Its product might be involved in membrane repair, lipid storage or lipid transport [96].

Interestingly, genes involved in autoinducer 2 transport (*ego* or *lsrA*) and in biofilm production (*ycdS* and *ycdU*) were down-regulated both in the Δ*rpoS* and the Δ*cya* strains to similar levels, which indicates a regulatory cooperation of both global regulators as suggested by others [81,97].

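*ego* codes for the ATPase of autoinducer 2 uptake, *ycdS* (now *pgaA*) for the porin that exports the biofilm polysaccharide PGA, and *ycdU* for a membrane protein. *ego* had a mean log2 ratio of -3.58 ± 1.02 (SD, n = 3) in the Δ*cya* strain and passed there after centring (adjusted p = 0.0790, and 0.0119 after centring). Its means differed between strains by 0.19 (adjusted p for the difference = 0.950). *ycdS* had 0.95 ± 0.42 on 2 arrays of the Δ*cya* strain and 1 value, 0.86, in the Δ*rpoS* strain. *ycdU* was at 0.76 ± 1.79 in the Δ*cya* strain, where centring takes it to 0.00, and at -1.51 ± 1.63 in the Δ*rpoS* strain. Neither *ycdS* nor *ycdU* passed in the Δ*cya* strain (adjusted p = 0.370 and 0.518). Of the list of autoinducer 2 uptake 4 of 8 genes in the Δ*cya* strain and 1 of 7 in the Δ*rpoS* strain were lower when adjusted over the list alone.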

## Conclusions

In our study, we have provided a comprehensive analysis of role of the global regulators cAMP and RpoS in *E*. *coli* under well-defined carbon- and energy-limited growth conditions. The lack of *rpoS* resulted in an enhanced fitness both under glucose-excess and glucose-limited conditions, whereas the lack of cAMP had a drastic negative effect on growth performance (Tables 1 and 3). The transcriptome data were confirmed by catabolome analysis, expression of periplasmic proteins and phenotypical analysis. The results obtained with the different methods were consistent. Thus, the picture obtained strongly suggests that the expression of a broad range of high-affinity uptake systems and of enzymes involved in the central metabolism (citric acid cycle and of glycolysis) were severely repressed in the absence of cAMP. Furthermore, the presented results are in agreement with flux analysis [62] and a transcriptome study performed in complex medium [38,39]. Hence, one can predict that the Δ*cya* strain must exhibit a worse affinity than the wild-type strain not only for glucose but also for a broad range of other carbon sources. On the contrary, absence or down-regulation of RpoS would result in increased competitiveness of *E*. *coli* in the environment. These results are in agreement with the trade-off between self-preservation and nutritional competence (SPANC [98]). High variability in RpoS expression from several *E*. *coli* strains was reported, where high RpoS expression resulted in high resistance at the cost of lower competitiveness, e.g., reduced catabolic flexibility [98,99].

The alarmone ppGpp, which is involved in the expression/stability of RpoS [100,101] and is necessary for the transcription of several genes belonging to the RpoS-regulon [102], has also been suggested to be involved in the SPANC balance [103]. The lacking negative effect of the *rpoS* knockout mutation on transcription of certain stress resistance genes might be due to direct regulation by ppGpp which is, like RpoS, present at high concentrations at low specific growth rates [104].

In this study we have demonstrated that the absence of cAMP affects also different classes of genes that are necessary for surviving and growing in the environment. 

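The changes in the 2 strains resembled each other moderately. Over the 2901 probes tested in both, the mean log2 ratios correlated with Pearson r = 0.291 and Spearman r = 0.226. 2 probes fell in both strains by limma's test, and 12 did after centring. Without any 1 of the Δ*cya* arrays or without Δ*rpoS* replicate 2 the number was 0. Without Δ*rpoS* replicate 3 it was 3, and Pearson r was 0.474. The wild type was measured against both mutants, and its RNA may have been shared between arrays. In simulations with the same wild-type values on arrays of equal replicate number and no effect of either mutation, Pearson r was 0.433 on average (from 0.394 to 0.487). The covariance of the mean log2 ratios was 0.221 to 0.289 in these simulations and 0.415 here. The deviations of arrays of equal number from the mean of their strain correlated weakly (r = 0.0630, -0.127 and 0.124). Arrays of unequal number gave r from -0.232 to 0.168. This argues against wild types shared by replicate number, so the simulated values set no level for these arrays. Whether wild types were shared in another way is not known. The correlation alone does not separate shared regulation from a shared control.

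Of 50 genes that the paper's tables list for both strains and that had values here, 30 were lower in both, 19 higher in both and 1 opposite (*nmpC*). For 39 of them the strains could be compared, with 7 at an unadjusted p under 0.05 for the difference and 0 after adjustment by limma. They were chosen for changes on these arrays. For *yjfO*, lower in both here, and *ycdP*, higher in both here, the paper's tables give opposite directions in the strains. The *ycdP* means were 5.13 ± 4.47 (Δ*cya*) and 2.03 ± 3.41 (Δ*rpoS*) (SD, n = 2 each).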

Interestingly, several genes found to be regulated by RpoS were also affected in the Δ*cya* mutant, these genes belonged to all functional groups and numerous genes regulated by both global regulators in our experiments were previously reported to be under exclusive transcriptional control of RpoS. Our data confirm and extend recent suggestions that some genes are regulated by both regulators [38]. Weber and co-workers [37] have shown in a promoter analysis of Δ*rpoS* transcriptome data that about one half of all RpoS-regulated genes also possess a hypothetical cAMP-CRP binding motif in the promoter region. The transcriptome data reported here can serve as a useful starting point for further analysis of the involvement of cAMP in the regulation of different genes.

In summary we conclude that global regulation by cAMP-CRP, but not by RpoS is essential for growth and survival of *E*. *coli* in its natural habitats which also explains why *rpoS* but not *cya*/*crp* mutant strains can be isolated from the environment.

## Supporting Information

S1 Table *E*. *coli* genes whose expression levels were with significant up- or down-regulation in Δ*rpoS* and Δ*cya* strains (difference in average signal intensity compared to wild-type *E. coli* K12 ≥ 3 or ≤ -3, p-value ≤ 0.2) in glucose-limited continuous culture cultivated at D = 0.3 h^-1^.

# Supplementary material for: Effect of Global Regulators RpoS and Cyclic-AMP/CRP on the Catabolome and Transcriptome of Escherichia coli K12 during Carbon- and Energy-Limited Growth
**Source:** PLoS One. 2015 Jul 23;10(7):e0133793. doi: 10.1371/journal.pone.0133793
**Supplement:** S1 Table

**S1 Table.** *E. coli* genes whose expression levels were with significant up- or down-regulation in Δ*rpoS* and Δ*cya* strains (difference in average signal intensity compared to wild-type *E. coli* K12 ≥ 3 or ≤ -3, p-value ≤ 0.2) in glucose-limited continuous culture cultivated at D = 0.3 h^-1^.

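Of the 51 genes listed as lower in the Δ*rpoS* strain, 50 had values here, 49 a mean below 0, 48 a fall of at least 3-fold, and 17 fell by limma's test. Of the 46 listed as higher, 45 had values, 43 a mean above 0 and 21 a rise of at least 3-fold, and 0 passed. Of the higher genes 27 had a deposited value on only 1 array, 16 on 2 and 2 on 3, so that most of them could not be tested here. The paper chose these genes on the same arrays.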

^*^ p-value < 0.1, ^**^ p-value < 0.05

References: ^a^[1]; ^b^[2]; ^c^[3]; ^d^[4]; ^e^[5]; ^f^[6]; ^g^[7]; ^h^[8]; ^i^[9]

**References**

1. Dong, T, Kirchhof, MG, Schellhorn, HE. RpoS regulation of gene expression during exponential growth of *Escherichia coli* K12. Mol Genet Genomics 2008; 279: 267-277.

2. Dong, T, Schellhorn, HE (2009). Control of RpoS in global gene expression of *Escherichia coli* in minimal media. Mol Genet Genomics 2009; 281: 19-33.

3. Gosset, G, Zhang, ZG, Nayyar, SN, Cuevas, WA, Saier, MH. Transcriptome analysis of Crp-dependent catabolite control of gene expression in *Escherichia coli*. J Bacteriol 2004; 186: 3516-3524.

4. Lacour, S, Landini, P. σ^S^-dependent gene expression at the onset of stationary phase in *Escherichia coli*: Function of σ^S^-dependent genes and identification of their promoter sequences. J Bacteriol 2004; 186: 7186-7195.

5. Patten, CL, Kirchhof, MG, Schertzberg, MR, Morton, RA, Schellhorn, HE. Microarray analysis of RpoS-mediated gene expression in *Escherichia coli* K-12. Mol Genet Genomics 2004; 272: 580-591.

6. Salgado, H, Peralta-Gil, M, Gama-Castro, S, Santos-Zavaleta, A, Muniz-Rascado, L, Garcia-Sotelo, JS, *et al.*, RegulonDB v8.0: omics data sets, evolutionary conservation, regulatory phrases, cross-validated gold standards and more. Nucleic Acids Res 2013; 41: D203-D213.

7. Tan, K, Moreno-Hagelsieb, G, Collado-Vides, J, Stormo, GD. A comparative genomics approach to prediction of new members of regulons. Genome Res 2001; 11: 566-584.

8. Weber, H, Polen, T, Heuveling, J, Wendisch, VF, Hengge, R. Genome-wide analysis of the general stress response network in *Escherichia coli*: σ^S^-dependent genes, promoters, and sigma factor selectivity. J Bacteriol 2005; 187: 1591-1603.

9. Khankal, R, Chin, JW, Gosh, D, Cirino PC. Transcriptional effects of CRP* expression in *Escherichia coli*. J Biol Eng 2009; 3:13

How the deposited data were processed for this re-analysis (not part of the article)

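Gene expression was measured by competitive hybridization on DNA microarrays with 2 colours. 6 arrays were analysed, 3 that compared the Δ*cya* strain with the wild type and 3 that compared the Δ*rpoS* strain with the wild type, each from separate glucose-limited chemostat cultures at 37°C. Wild-type cDNA carried Cy3 and mutant cDNA Cy5 on all of them. A dye effect of a single gene therefore stays in every ratio, and whether arrays shared wild-type RNA is not stated. The arrays of different mutants carry the same replicate numbers, and these were not treated as pairs.

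The authors scanned the slides with an Affymetrix scanner, quantified spots with Jaguar and processed them in GeneSpring. They corrected for background, left out dim spots, set a minimal induction factor of 0.01, normalized each array to its median and averaged the replicate spots of a gene. The deposited values are log10 ratios of mutant over wild type, and they were multiplied by the factor that turns log10 into log2. The base and the direction of the ratio were checked against the paper's tables. The array medians of the deposited values were not 0, and no further normalization was applied except where centring is named.

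Of 4608 probes 4087 were given the name of 1 gene, 4037 genes in all, and 521 stayed unnamed. 49 genes had 2 probes, which were tested separately. Symbols of 197 probes were updated, and the text uses the paper's. The 4 parts of a probe's position had to be reordered to join values and annotation. Annotated positions were sorted with the 2 middle parts in exchanged order and paired by rank with the values sorted in plain order. This reordering was first noticed from galactitol genes set against the paper's tables. It was then compared with all 282 reorderings by 2 measures that do not use the paper. For pairs of neighbouring genes the correlation in the Δ*cya* strain was 0.249 with it, 0.183 with the next best and 0.104 without reordering. In the Δ*rpoS* strain another reordering was slightly ahead, with 0.144 against 0.128. Against the paper's tables the correlation was 0.973 in the Δ*cya* strain and 0.928 in the Δ*rpoS* strain.

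Mean log2 ratios were tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 3.96), in one fit of the 6 arrays with one mean per mutant, for probes with at least 2 values on the arrays of the mutant. p-values were adjusted by Benjamini and Hochberg over all probes tested, with a threshold of 0.05. The difference between the mutants was a contrast in the same fit. The paper's criteria were applied as a mean change of at least 3-fold either way with the methods' t-test of log2 ratios against 0 at p of at most 0.2. The 40 gene lists were written before the data were examined, as were the design and most alternatives, from general knowledge of the organism. Several lists hold genes that the paper reports as changed on these same arrays, such as those of galactitol and propionate. The tests of such lists are therefore not independent of the paper's findings. All lists were tested with camera, with a preset correlation between genes of 0.01, on probes with values on all 6 arrays where at least 3 belonged to the list. Camera with an estimated correlation and fry were run beside it. Camera sets a list against the other probes in the test, so tests on all 6 arrays and on a strain's own arrays have different backgrounds. Counts of members that passed the test are given over all genes and adjusted over the list alone.

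Genes named in the text are those that the paper names for a claim, *cyaA*, *rpoS* and *crp*, the probes with the largest changes past the test in each mutant, and up to 4 members of a described list with the largest mean. The paper's tables had been seen when this rule was written. *yhiE* in the Δ*rpoS* strain, *yeaG* and *livJ* are named because of their values or their place in a list.

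Alternatives changed one choice at a time, except that arrays were brought to a common spread after centring. They were centring each array on its median, centring with a common spread, fits of each mutant alone, array weights, the methods' t-test, values required on all 3 arrays, a robust fit, ratios at the floor treated as missing, linear ratios, a block for replicate numbers, and leaving out each array in turn. A lone array left in this way was assumed to vary like the others. Further alternatives were chosen after seeing the data: centred arrays with linear means, linear means with linear t-tests, lists tested on the arrays of one mutant, lists under probe names without reordering, fry in either direction, and for the difference between the strains the settings planned for single strains.

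Tested on simulated data with the missing values and the spread of these arrays, limma found 100% of genes changed 30-fold in the Δ*rpoS* strain and called 0.272% of unchanged probes in the Δ*cya* strain and 0.353% in the Δ*rpoS* strain. The paper's criteria found 47.8% and 44.8% of genes changed 3-fold in the Δ*cya* and Δ*rpoS* strains and called 2.23% and 2.68% of unchanged probes. Camera found 5 of 5 shifted lists in either mutant and called 1 of 15 unchanged ones. With an estimated correlation it found 5 in the Δ*cya* strain and 2 in the Δ*rpoS* strain, and called 0 unchanged ones. The simulated lists held random probes that varied independently, unlike the genes of an operon. They therefore cannot decide between the preset and the estimated correlation. Wild types shared by both sets were simulated in 100 draws. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all other steps.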

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

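No test in this part was chosen after the result was seen. Both results stand out because the signal lies in probes that were matched to no gene listed for the Δ*rpoS* strain in the paper's tables. For the probe without a gene name, whether the tables list its gene is not known here. For *yhiE* the entry in the table is in doubt.

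The probe unnamed_1.2.6.5, to which no gene name could be given, fell in the Δ*rpoS* strain to a mean log2 ratio of -2.70 (n = 3), with -2.33, -2.87 and -2.89 on the 3 arrays (adjusted p = 0.0453). In the Δ*cya* strain its mean was 0.20 (adjusted p = 0.756), and the difference between the strains did not pass (adjusted p = 0.315). No explanation was tested, since the sequence behind the probe is not known here.

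*yhiE* (now *gadE*), which the paper's tables list for the Δ*cya* strain alone, fell in the Δ*rpoS* strain. Its mean log2 ratio there was -3.97, from -4.10 and -3.84 on 2 arrays. The ratio printed in the column of the Δ*cya* strain is close to the mean ratio of wild type over mutant of 15.7 here in the Δ*rpoS* strain, so that an entry in the wrong column is not excluded. The 3 arrays of the Δ*cya* strain gave 0.56 ± 0.07 (SD, n = 3), or -0.20 relative to the array medians (adjusted p = 0.411 and 0.848). The difference between the strains was 4.53 (adjusted p = 0.141). No explanation was tested.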

How the results depend on the processing

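The settings named in the paragraph on later choices were chosen after the result was seen, and all others before.

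Limma called 11 probes in the Δ*cya* strain and 19 in the Δ*rpoS* strain. For the Δ*cya* strain it called 77 with centred arrays, 149 with arrays centred and brought to a common spread, 116 with array weights, 28 among probes with values on all 3 arrays, 0 when fitted alone and 0 with the methods' t-test (631 at an unadjusted p under 0.05). In cells lacking RpoS, 35 passed among probes with values on all 3 arrays, and 0, 0 and 0 when fitted alone, with array weights and with the methods' t-test. Leaving out single arrays gave 0 to 12 probes in the Δ*cya* strain and 0 to 29 in the Δ*rpoS* strain. By the paper's criteria 704 probes changed in the Δ*cya* strain, 406 with centring, 1171 with no t-test and 297 to 704 without single arrays. For the Δ*rpoS* strain the numbers were 187, 213, 435 and 54 to 187. Leaving out an array of this strain also cut the probes that could be tested, from 3035 to as few as 568. Of the gene lists 8 passed camera in the Δ*cya* strain and 4 in the Δ*rpoS* strain. With an estimated correlation 0 and 1 passed, with fry 20 and 7, and without single arrays 6 to 18 and 2 to 7. The probes that fell in both strains numbered 2, 12 with centring and 0 to 3 without single arrays, and the correlation of 0.291 lay at 0.272 to 0.474 without single arrays.

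Of the later choices, settings planned only for the single strains gave 12 probes past the test of the difference between the strains with arrays centred and brought to a common spread, 8 among probes with values on all 3 arrays of each strain, and 0, 0 and 0 with array weights, a robust fit and ratios at the floor treated as missing. Centred arrays with linear means gave 425 probes by the paper's criteria in the Δ*cya* strain. Lists passed in number 19 with fry in either direction in the Δ*cya* strain, 23 on the strain's own arrays, and 0 there and 0 in the Δ*rpoS* strain with an estimated correlation besides. With probes named without reordering 0 lists passed in the Δ*cya* strain and 0 in the Δ*rpoS* strain.

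In simulated data the test of the difference between strains found 0% of genes changed 3-fold in 1 strain, and 32.7% (Δ*cya*) or 25.0% (Δ*rpoS*) of those changed 10-fold. That difference had 0 probes past limma's test (276 at an unadjusted p under 0.05), 0 without any single array, 0 with centred arrays and 6 with a replicate block. Arrays of equal number correlated best with each other for number 3 (r = 0.124) and not for number 2 (r = -0.127), and Δ*cya* replicate 1 correlated better with Δ*rpoS* replicate 2 (r = 0.168) than with Δ*rpoS* replicate 1 (r = 0.0630). The numbers were therefore not taken as pairs. Of the named probes in the Δ*cya* strain 37 passed only with centred arrays and 241 kept their side of the threshold and their direction. The other 25 passed neither way and reversed their sign with centring. No called value turned its direction under any setting. The cause of these changes was not tested. Signal over background was not analysed here, and the 670 values of Δ*rpoS* replicate 2 limit which genes could be tested.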

Differences from the paper's values

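The setting with centred arrays and linear means was chosen after the values were seen, and all others in this part before. At a change of 3-fold with p of at most 0.2, the paper counts 192 affected genes in the Δ*cya* strain and 704 probes were found here. In the Δ*rpoS* strain the paper counts 100 affected genes, of which 52 were down-regulated, against 187 probes and 147 lower ones here. Without Δ*rpoS* replicate 1 or without Δ*rpoS* replicate 3 the number of lower ones was within the rule used for a difference (36 and 47). Only 670 and 568 probes could be tested there, against 3035 with all arrays, so these smaller counts do not show closer agreement. The counts of affected genes in the 2 strains differed under all settings set before the data were examined.

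Expression ratios are given in the paper's sense, wild type over mutant, negative where the mutant was higher. Of 87 ratios compared in the Δ*cya* strain 36 differed and of 33 in the Δ*rpoS* strain 2. These counts do not follow the distance of the values alone. *gatC* (35.3 and 26.6) counted as different, whereas *gatB* (60.6 and 44.0), whose arrays scattered more, did not. The lower count in the Δ*rpoS* strain is therefore no measure of closer agreement. The pairs below give the paper's ratio first. Genes lower in the Δ*cya* strain were *ptsG* 4.0 and 2.62, *rbsD* 3.6 and 2.12, *mdh* 4.1 and 3.02, *gatC* 35.3 and 26.6, *rbsB* 9.4 and 6.49, *manX* 8.0 and 6.22, *artI* 4.1 and 2.84, *cycA* 4.0 and 2.74, *dppA* 11.9 and 8.65, *ompA* 4.0 and 2.77, *mscL* 6.0 and 4.16, *nhaA* 4.1 and 2.84, *aceA* 5.1 and 3.59, *ydcS* 8.9 and 6.70, *rpsV* 9.8 and 6.74, *rpmJ* 3.8 and 2.56, *hisG* 4.2 and 2.84, *bolA* 7.5 and 5.27, *dps* 6.5 and 4.60, *rpoE* 5.0 and 3.36, *sfsA* 5.7 and 4.04, *hns* 4.1 and 2.88, *hupB* 7.3 and 5.06, *lpp* 5.8 and 3.95, *nlpD* 4.0 and 2.76 and *yfcX* 5.3 and 3.64. Genes higher in the Δ*cya* strain were *nhaB* -4.5 and -9.22, *cusB* -3.1 and -5.22, *feoA* -4.9 and -11.2, *frdB* -3.1 and -7.70, *creD* -3.6 and -6.48, *umuC* -4.2 and -10.6, *soxS* -3.9 and -7.68, *fimI* -3.5 and -12.1 and *fimG* -3.2 and -7.16. These values are those of 1 probe per gene. The other probe gave 2.76 for *rbsD*, within the rule used for a difference, and 2.37, 2.76 and 4.82 for *mdh*, *hns* and *hupB*, outside it. For *gatY* the paper gives 50.5, from which the probe compared did not differ (49.3) and the other did (30.4). For *deoC* the paper's table gives -3.9 and its text a lower level in the mutant, and the value here was 2.72, which has the direction of the text. For the Δ*rpoS* strain the paper's ratio for *marC* was 10.0 and the one here 1.08, and for *kdsA* -3.3 and -2.69. The paper does not say what its stated errors are, and they are given for few of these genes.

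With each array centred on its median, the difference ended for *ptsG*, *rbsD*, *rbsB*, *artI*, *cycA*, *ompA*, *nhaB*, *frdB*, *creD*, *umuC*, *rpsV*, *rpmJ*, *dps*, *rpoE*, *hupB*, *soxS*, *lpp*, *yfcX*, *fimI* and *fimG*, and for *kdsA*. Centring made other ratios differ, *actP* 10.7 and 13.7, *gatY* 50.5 and 83.8 and *acs* 19.5 and 26.0 in the Δ*cya* strain and *acnB* -3.0 and -6.79, *frdB* -3.2 and -3.52 and *ycgB* 11.9 and 20.9 in the Δ*rpoS* strain, so that 19 and 4 differed in all. With the mean of the linear ratios it ended for *rbsB*, *cycA*, *ompA*, *ydcS*, *umuC*, *rpoE*, *sfsA* and *fimI*, and *ydcU* 7.3 and 29.8 and *ycgB* 11.9 and 24.6 differed newly in the Δ*rpoS* strain, which makes 28 and 4 in all. Without single arrays it ended for *rbsB*, *manX*, *cycA*, *nhaA*, *ydcS*, *rpsV*, *rpoE*, *sfsA* and *yfcX*, while 12, 22 and 9 other ratios differed newly in the Δ*cya* strain without replicate 1, 2 and 3, and 2, 3 and 3 in the Δ*rpoS* strain. No setting ended it for *mdh*, *gatC*, *dppA*, *mscL*, *aceA*, *cusB*, *feoA*, *hisG*, *deoC*, *bolA*, *hns* and *nlpD* and for *marC*.

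The paper describes most of the affected genes of the Δ*cya* strain as down-regulated. By its criteria 118 probes were lower and 586 higher here, with centred arrays 283 lower and 123 higher, and with centred arrays and linear means 325 lower and 100 higher. In the Δ*rpoS* strain it describes lower and higher genes as about equal in number, whereas 147 were lower and 40 higher here. The numbers were closer to each other with the t-test on linear ratios (88 lower and 68 higher) and by 3-fold alone (208 and 227). The paper places the number of affected genes above that of the Δ*rpoS* strain for cAMP, which its criteria gave here. Limma gave this order with centred arrays (77 against 28 probes) and not as deposited (11 against 19).

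For single genes, the text of the paper describes *ycdS* and *ycdU* as lower in both strains. The means here were 0.95 and 0.76 in the Δ*cya* strain and 0.86 and -1.51 in the Δ*rpoS* strain on the log2 scale of mutant over wild type. It describes *fsr*, *creD*, *dcrB* and *pspE* as affected by both regulators, and none passed limma's test in the Δ*cya* strain. *pspE* did not pass in the Δ*rpoS* strain either, and the other 3 had 1 value each there and could not be tested. It describes *uspB* as unaffected in the Δ*rpoS* strain, where its mean of -1.58 was lower than the -1.42 of the Δ*cya* strain without passing. Its tables print a positive ratio for *yhiE* in the column of the Δ*cya* strain, whereas the fall here was in the Δ*rpoS* strain, with a mean ratio of wild type over mutant of 15.7. The printed ratio is close to this one, and an entry in the wrong column of the table is not excluded. For *yjfO* they list a higher level in the Δ*rpoS* strain, where the mean here was -2.93.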

Other observations

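The tests of lists on a strain's own arrays, of the array medians, of a shared wild type and of other splits of the arrays were chosen after the result was seen, and the others in this part before.

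Complex I of the respiratory chain is encoded by the *nuo* operon. Of its 13 genes 12 lay below 0 in the Δ*cya* strain and all 13 below the array medians. *nuoE* had a mean log2 ratio of -1.50 ± 0.28 (SD, n = 3), *nuoH* -1.30 ± 0.22 and *nuoB* -1.22 ± 0.47. None of them passed limma's test (adjusted p from 0.174 to 0.200), and the list had an adjusted p of 0.361 in camera, 0.0115 in fry and 1.4e-05 in camera on the strain's own arrays (0.254 with an estimated correlation). Without RpoS, 9 of 12 lay above 0. Of 22 genes of anaerobic respiration 21 lay above 0 in the Δ*cya* strain, 17 of them above the array medians, and 0 passed limma's test. That list had too few probes for camera on all 6 arrays, and an adjusted p of 0.265 on the strain's own arrays. The 2 lists were not tested against each other. *frdB* had a mean of 2.95 ± 0.58, whereas *frdD* of the same operon lay at -1.69 ± 0.39.

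*rzpR*, a gene of the Rac prophage, had a mean log2 ratio of 3.84 ± 0.60 (SD, n = 3) in the Δ*cya* strain and rose there relative to the array medians (adjusted p = 0.0641 as deposited and 0.0408 with centring). Of 14 genes of that prophage 14 lay above 0 and 12 above the array medians. *glpF*, for the glycerol channel, had -2.87 ± 1.76, and fell with centring (adjusted p = 0.0396). On the Δ*rpoS* arrays 6 of 8 genes of glycerol use lay below 0, with *glpK* at -3.07 ± 0.27 and *glpF* at -2.50 ± 0.03, none past limma's test. Of 46 flagellar and chemotaxis genes 41 lay above 0 in the Δ*cya* strain but only 28 above the array medians.

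Rises outnumbered falls among the probes of the Δ*cya* strain that met the paper's criteria, at 83.2% of them. Probes with values on only 2 arrays do not explain it, because among probes with values on all 3 arrays rises were 77.6% (402 against 116). Array medians above 0 cannot be told apart from a real excess of rises. Rises were 30.3% of the calls after centring, but centring itself sets the balance of rises and falls, so this decides nothing. Ratios normalized within each array cannot show whether most transcripts were higher in this strain, which grew more slowly than the wild type. Why the deposited medians differ from 0 stays open.

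The changes in the Δ*cya* and Δ*rpoS* strains varied together, with a covariance of 0.415. Simulated unchanged mutants with shared wild types gave 0.221 to 0.289. Without the 44 probes of the RpoS-dependent list the covariance was 0.345. These are a small part of the 2901 probes tested in both strains, so most of the covariance had to lie in other probes. The list may also lack genes that depend on RpoS, so the remainder does not exclude them. Both covariances lie above the simulated range, but that range depends on the settings of the simulation. It pairs wild types by replicate number, a pairing that the weak correlations of arrays of equal number argue against. Wild-type RNA shared in another way by the arrays of both mutants stays open, alone or together with that list. A dye effect common to all arrays cannot be told apart from a change in both mutants, as dyes were not swapped: 80 of 545 probes lay on the same side of the array medians on all 6 arrays, 75 below and 5 above, and 25 on opposite sides by strain. The arrays of one strain are not independent of each other, so no number expected by chance is set beside these. Joint regulation by cAMP and RpoS stays among the open explanations.

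The difference between the strains gave 0 probes past limma's test. The highest number in the other splits of the 6 arrays into 2 groups of 3 was 13, and 10 splits are too few for a share under 0.05.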
